# Wild mice with different social network sizes vary in brain gene expression

**DOI:** 10.1186/s12864-020-06911-5

**Published:** 2020-07-22

**Authors:** Patricia C. Lopes, Barbara König

**Keywords:** Neurogenomics, Transcriptomics, Dopamine, X-chromosome inactivation, Extracellular matrix, Sex differences, Social interactions, Hippocampus, Hypothalamus, Prefrontal cortex

## Abstract

**Background:**

Appropriate social interactions influence animal fitness by impacting several processes, such as mating, territory defense, and offspring care. Many studies shedding light on the neurobiological underpinnings of social behavior have focused on nonapeptides (vasopressin, oxytocin, and homologues) and on sexual or parent-offspring interactions. Furthermore, animals have been studied under artificial laboratory conditions, where the consequences of behavioral responses may not be as critical as when expressed under natural environments, therefore obscuring certain physiological responses. We used automated recording of social interactions of wild house mice outside of the breeding season to detect individuals at both tails of a distribution of egocentric network sizes (characterized by number of different partners encountered per day). We then used RNA-seq to perform an unbiased assessment of neural differences in gene expression in the prefrontal cortex, the hippocampus and the hypothalamus between these mice with naturally occurring extreme differences in social network size.

**Results:**

We found that the neurogenomic pathways associated with having extreme social network sizes differed between the sexes. In females, hundreds of genes were differentially expressed between animals with small and large social network sizes, whereas in males very few were. In males, X-chromosome inactivation pathways in the prefrontal cortex were the ones that better differentiated animals with small from those with large social network sizes animals. In females, animals with small network size showed up-regulation of dopaminergic production and transport pathways in the hypothalamus. Additionally, in females, extracellular matrix deposition on hippocampal neurons was higher in individuals with small relative to large social network size.

**Conclusions:**

Studying neural substrates of natural variation in social behavior in traditional model organisms in their habitat can open new targets of research for understanding variation in social behavior in other taxa.

## Background

Maintenance of social ties involves trade-offs. While group living may facilitate finding sexual partners and promote cooperation in acquiring food, in offspring care and in protection against predators, it imposes conflicts in the form of competition for sexual partners and for resources [1]. Nonetheless, in several species of group-living mammals, maintenance of affiliative social ties is positively correlated with fitness outcomes in ways that are not yet fully understood [2]. Also, in humans, social interactions impact health outcomes [3–7]. Even if social interactions may be positive, intra-specific variation in social interaction traits is widespread in vertebrates [8, 9]. Taken to an extreme, impaired social behavior in humans is considered a disorder, and characterizes disabilities with very high incidence such as autism spectrum disorder and schizophrenia [10]. Understanding what neural mechanisms are associated with intra-specific variation in social behavior is therefore critically important from both a fundamental and applied perspective.

The last twenty years have seen a lot of progress in the understanding of the neural circuits, neuropeptides and neuromodulators involved in vertebrate social behavior [11–15]. Even in the light of all of this progress, it is important to note, however, that the social environment is one of the most unpredictable environments animals face, given that it is composed of several interactive agents [16, 17]. Paradoxically, we usually study the neurobiology of mammalian social behavior in somewhat simplified settings, using inbred animals, housed in conditions that are likely to prevent them from displaying their natural repertoire of behavioral and physiological responses [18]. In laboratory studies, animals are presented with an environment where the consequences of behavioral and physiological responses for survival may not be as severe as in a natural environment; moreover, the level of sterility and standardization may obscure certain responses (e.g., [19, 20]) or not apply to even slight deviations of the environmental conditions tested [21, 22]. This has important implications for the translational value that animal models have for neuropsychiatric disorders [23]. Recently, there have been a number of calls for studies that can integrate the proximate mechanisms underlying social behavior with their adaptive function [16, 17, 24]. In part, this integration can come from studying traditional model organisms in their natural environment. The challenge here is that many animals are difficult to observe in the wild, making detailed behavioral quantifications impractical.

There are many reasons that could lead to differences in social interaction patterns in adult animals, including developmental or early-life experiences (e.g., [25–27]), genetically determined social behavior differences (e.g., [28]), or current experiences (e.g., social defeat, [29]) (see [30] for an in-depth discussion of possible mechanisms leading to social plasticity). Regardless of the underlying cause of variation in frequency of social interactions, studies using complex group settings still find biological correlates of social behavior. In one study in fruit flies (*Drosophila melanogaster*), behavioral differences between individuals obtained through automated tracking of groups of flies were found to be consistent and able to accurately predict sex and genotype [31]. A study in wild house finches (*Haemorhous mexicanus*) found that exploratory and social behaviors were linked to stress physiology [32]. When large groups of male laboratory mice (*Mus musculus*) where studied in large structured lab enclosures, the number of ties those mice directed at other mice was negatively associated with hippocampal gene expression levels of a neural plasticity gene (DNMT1) [33]. A study in captive prairie voles (*Microtus ochrogaster*) maintained in semi-natural enclosures indicated that variation in vasopressin receptor 1A (V1aR) in particular brain regions may be linked to differences in sexual fidelity in males [34]. While much of the focus of nonapeptide (oxytocin, vasopressin, their homologues, and receptors) research has been on male-female sexual bonds and parent-offspring bonds [35, 36], adult individuals of many species form bonds that are unrelated to sexual or parental interactions, for instance, during the non-reproductive season, and these bonds impact fitness outcomes.

These studies indicate that, even with the noise that underlies studying complex social behaviors of animals in complex social and environmental settings, patterns of social interactions can be linked to genotypic and/or physiological differences. Recently, König and others have optimized an automated system that remotely collects continuous information on the social interactions of > 90% of a population of wild house mice in Switzerland [37]. We leveraged this novel setup to detect mice that consistently had social network sizes at opposite ends of the social network size distribution in a free-ranging population living in a barn with unlimited access to food. We then used RNA-seq to determine what neural differences in gene expression could be associated with these extreme differences. Different from experimental setups where researchers exposed animals to different aggregation treatments (group versus single housing [38];) in our study animals were free to determine their preferred association patterns, including being able to leave the population altogether. By following animals in a complex, natural setting, this study pushes the boundaries of how the neurogenetic underpinnings of social behavior are studied, with far-reaching implications for the understanding of human disorders that involve impairments of social interactions.

## Results

To obtain animals with contrasting social network sizes, we sampled individuals at both tails of a distribution of egocentric social network size for the population (number of different partners encountered in nest boxes per day) during the non-breeding season. In our population, social network size cannot be explained solely by time spent in nest boxes (*F*_1,393_ = 1.224, *p* = 0.2692, *r*^*2*^ = 0.0031; Figure S1A) or activity related to going in and out of nest boxes (*F*_1,393_ = 0.3459, *p* = 0.5568; *r*^*2*^ = 0.00088; Figure S1B). Repeatability (R) of social network size for mice in our population during the non-breeding season is high, R [95% confidence interval] = 0.9 [0.874, 0.914], *p* < 0.01. The mean social network size for animals in the population was (mean ± STD) 26 ± 8.6 partners/day. Sampled animals with large social network size had mean social network size values of 38.1 ± 2.5 and 32.5 ± 1.3 for females and males, respectively, while animals with small social network size had mean values of 9.5 ± 1.3 and 8.7 ± 2 for females and males, respectively. Males with large social network sizes therefore approached +1STD of the population mean (34.6 partners/day) but were not above it. Body mass of samplesd animals (Figure S2) was not different due to the social network size (F = 0.787, d.f. = 1, *p* = 0.38), nor due to a social network size by sex interaction (F = 0.6, d.f. = 1, *p* = 0.44), but differed between the sexes (F = 6.66, d.f. = 1, *p* = 0.016), with males (29.23 g ± 1.02) being heavier than females (25.68 g ± 0.91). RNA extracted from specific brain regions from these animals was then used for RNA-seq.

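RNA from the prefrontal cortex, hypothalamus and hippocampus of 29 animals gave 86 libraries. Among these animals, the prefrontal cortex and hippocampus were sampled from 7 females with large and 7 with small social network sizes, and 7 males with large and 8 with small social network sizes. In the hypothalamus there were 7 animals in each of the 4 groups. The authors deposited the number of reads counted on each of 35275 genes in each library, without normalization. According to the methods, these are paired-end reads mapped with STAR to the mouse genome build GRCm38 and counted per gene with HTSeq. The paper's text does not name the strand setting of the counting, so reads of overlapping genes on opposite strands could have been counted on either gene. Gene symbols, positions and lengths came from the GENCODE vM21 annotation of GRCm38, in which 34490 of the 35275 genes were found by their Ensembl identifiers. Animals with small social network sizes were compared with animals with large social network sizes separately in each sex and region. The comparison used edgeR's quasi-likelihood test on counts normalized by the TMM method, for genes kept by the filterByExpr function, with Benjamini-Hochberg adjustment. Log2 fold changes are those of animals with small relative to animals with large social network sizes, with their standard errors. Values of single genes are counts normalized by the TMM method within a region, given as the mean ± SD over animals, and were compared with a two-sided exact permutation test of the difference in means. With 7 animals against 7, the smallest p of that test is 0.000583. It is not adjusted for the number of genes. Most genes compared in this way were chosen for a difference in these same counts, by the paper or here. The p of that test is therefore not independent support.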

An average of 94.5% clean reads were mapped to the reference genome for the mouse (Table S1). 

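The mapped share of clean reads listed in Table S1 had a mean of 94.5% over the 86 libraries, with an SD of 0.643 percentage points, and lay between 92.5% and 95.7%. The number of mapped reads in Table S1 was 116 ± 21.6 M (SD, n = 86). Counts on genes summed to 45.1 ± 8.51 M (SD, n = 86) per library. Every mapped number in Table S1 is even, as it would be if both reads of each pair were listed. The paper does not state whether a pair was counted once on a gene. Counts as a percentage of mapped reads therefore serve to compare libraries and are not the share of reads assigned to genes. Total counts per library ran from 33711824 to 81865801, with a median of 44778419. In females with large and small social network sizes, the median totals were 50802043 and 44822222 in the prefrontal cortex, 41403198 and 48004531 in the hypothalamus and 41282159 and 40454222 in the hippocampus. In males they were 47073477 and 45110338.5, 44196801 and 40491327, and 38345305 and 46323407.5 in the same order. Counts amounted to between 37.1% and 40.5% of the mapped number in every library except 2 of animal 12, a male with small social network size. With the entries as listed in Table S1, these percentages were 22.3% in the hippocampus and 67.6% in the hypothalamus of that animal.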

A principal component analysis of normalized read counts for all mapped genes shows that each of the brain regions (prefrontal cortex, hypothalamus and hippocampus) extracted from different animals cluster together (Fig. 1).

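Principal components were computed from variance stabilized counts of the 500 most variable genes over all 86 libraries. The first component held 61.9% and the second 11.9% of the variance. With all genes with at least 1 count in place of these 500 genes, the first component held 48.1%, the largest change among the alternatives tried, and the second held 11.2%. On the first component, libraries of the prefrontal cortex lay between -25.5 and -18.1, those of the hippocampus between -10.4 and -1.54 and those of the hypothalamus between 24.9 and 36.3, so that the ranges of the 3 regions did not overlap. On the second component, the ranges were -10.3 to -3.96 for the prefrontal cortex, -7.27 to 2.20 for the hypothalamus and 8.01 to 20.3 for the hippocampus. For each of the 86 libraries, the nearest other library was one of the same region. The mean silhouette width was 0.399 for the prefrontal cortex, 0.537 for the hypothalamus and 0.387 for the hippocampus, and the lowest width of a single library was 0.244.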

**Fig. 1:**
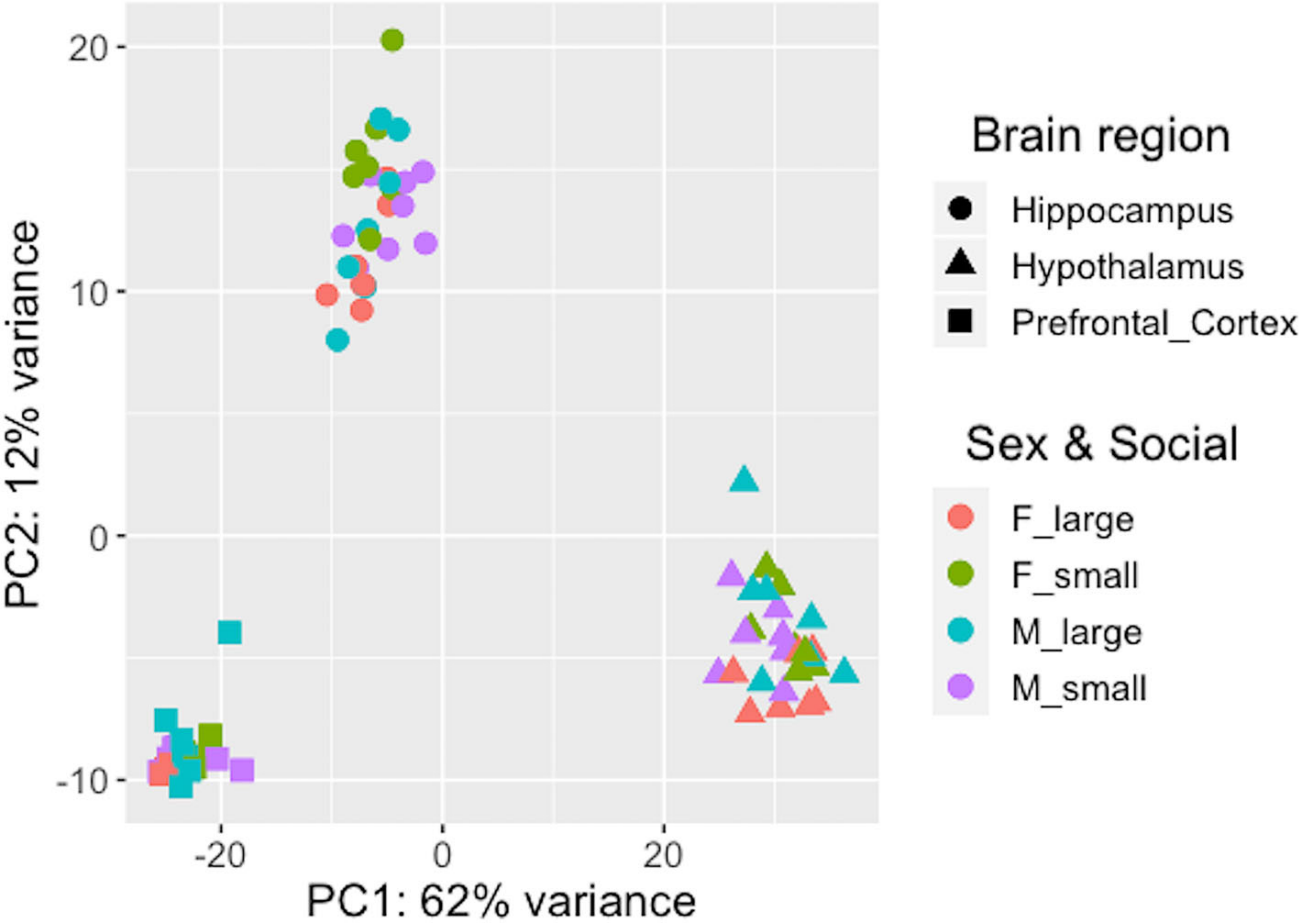
Principal Component Analysis of all mapped genes in three brain regions of free-ranging house mice of different sex and social network size. In the legend, F stands for female and M for male, and large or small for large or small social network size

Females had much larger numbers of differentially expressed genes between the social network size extremes than males (Table S2). 

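In females, 2 of the 17710 genes tested in the prefrontal cortex, 1 of 18129 in the hypothalamus and 0 of 17800 in the hippocampus had an adjusted p under 0.05. At an unadjusted p under 0.05, there were 1698 genes (9.59%) in the prefrontal cortex, 1339 (7.39%) in the hypothalamus and 2174 (12.2%) in the hippocampus. In males, 0 of the 17781 genes tested in the prefrontal cortex, 0 of 18053 in the hypothalamus and 0 of 17950 in the hippocampus had an adjusted p under 0.05. At an unadjusted p under 0.05, the numbers of genes in males were 448 (2.52%), 524 (2.90%) and 697 (3.88%). With one animal left out at a time, they ran from 383 to 1006, 442 to 998 and 581 to 1098 in males. The numbers in females then ran from 1243 to 2488, 1004 to 1834 and 1565 to 2377. The numbers at an adjusted p under 0.05 moved most with the DESeq2 Wald test in place of edgeR's test. They were then 74, 43 and 97 genes in females and 2, 1 and 0 genes in males in the same order of regions. The difference between the log2 fold changes of females and males was tested for each gene with all 4 groups of a region in one fit. In this test of sex by social network size, 0 of 18452 genes in the prefrontal cortex, 0 of 18753 in the hypothalamus and 0 of 18598 in the hippocampus had an adjusted p under 0.05. The smallest adjusted p were 0.0897, 0.775 and 0.437 from edgeR's test, and 769, 1152 and 1371 genes had an unadjusted p under 0.05. For the same difference, the DESeq2 Wald test gave 31 genes in the prefrontal cortex, 0 in the hypothalamus and 1 in the hippocampus with an adjusted p under 0.05. For the difference in number between the sexes, the paper proposes as a possible reason that large social network sizes were less extreme in males than in females. As an alternative or additional possibility, it raises that the few genes found in males could have strong effects.

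**Figure D1:**
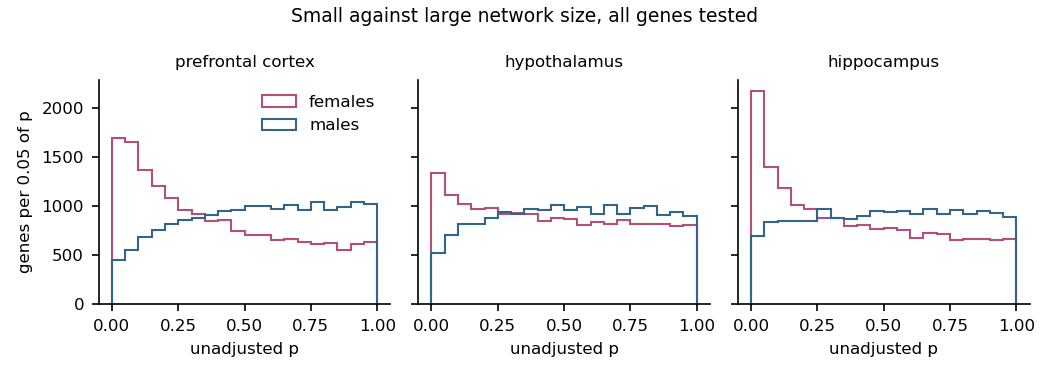
Number of genes by unadjusted p, in steps of 0.05, for small against large social network size in females and males of each region (edgeR's quasi-likelihood test). The leftmost step holds 1698, 1339 and 2174 genes in females and 448, 524 and 697 genes in males.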

Taking the subset of genes that were differentially expressed between females with small and large social network sizes in each of the brain regions and plotting male expression levels for those genes, it is possible to visualize the strong differences between females for each brain region (Fig. 2).

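For the genes of Table S2 that the paper lists as differentially expressed in females, the direction of the male log2 fold change was counted. Of the prefrontal cortex genes, 43 of 59 (72.9%, 95% Wilson interval 60.4 to 82.6) changed in the same direction in males as in females. In the hypothalamus this held for 18 of the 36 genes tested in males (50%, interval 34.5 to 65.5), and in the hippocampus for 54 of 84 genes (64.3%, interval 53.6 to 73.7). Genes are not independent of one another, so the intervals cover counting error only. The median size of the female log2 fold change of these genes was 0.52, 0.59 and 0.39 in the 3 regions. Their median male log2 fold change, counted as positive where it had the female direction, was 0.0361 in the prefrontal cortex, -0.00065 in the hypothalamus and 0.0295 in the hippocampus. An unadjusted p under 0.05 in males was found for 7, 3 and 3 of these genes. Of the genes called here in females, 1 of 2 in the prefrontal cortex and 1 of 1 in the hypothalamus changed in the same direction in males. With the 74, 43 and 97 genes called by the DESeq2 Wald test, the shares were 63.5%, 44.2% and 65.0%.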

**Fig. 2:**
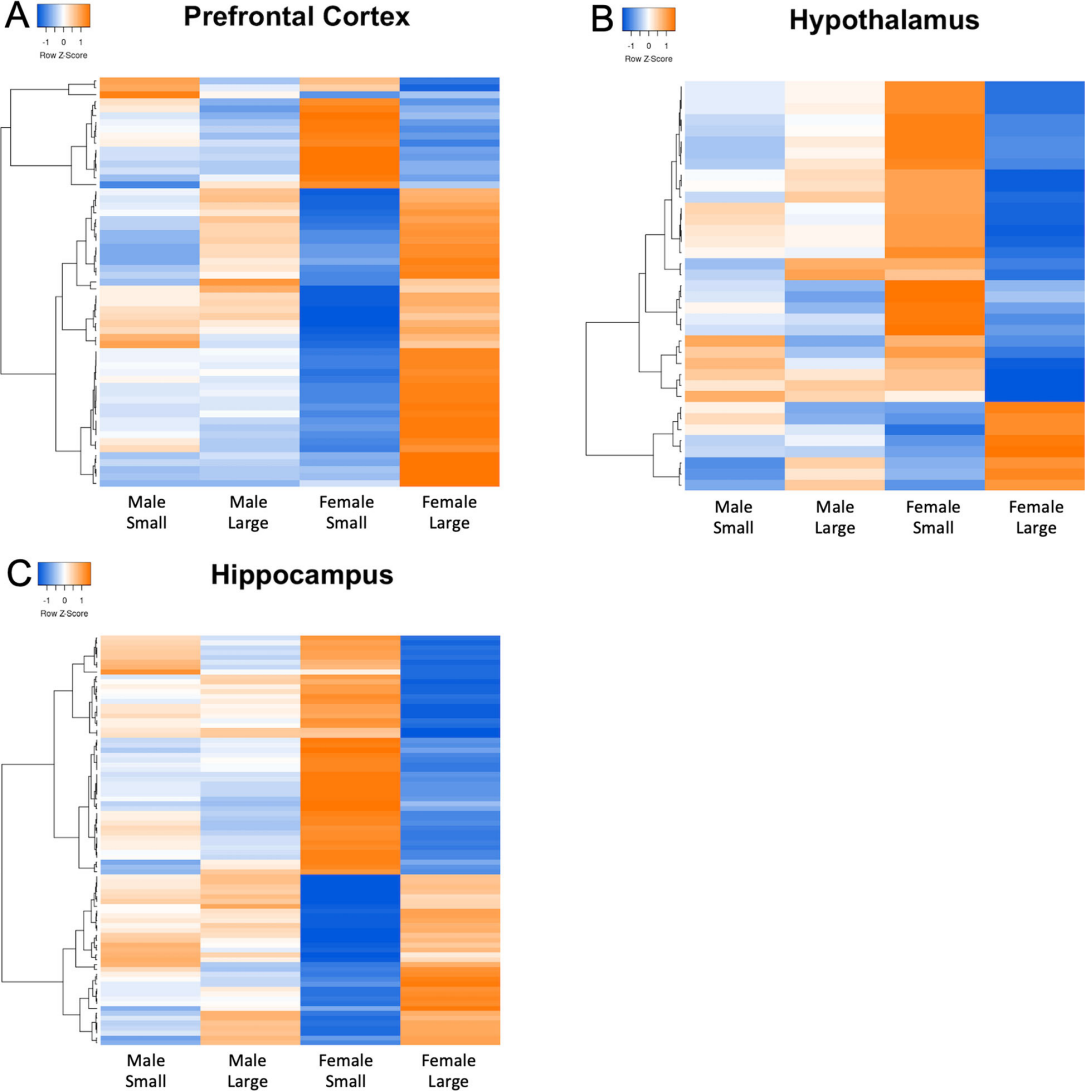
Heatmaps depicting all differentially expressed genes between females with large and small social network sizes in the prefrontal cortex (**a**), hypothalamus (**b**), and hippocampus (**c**). Male expression levels are also represented for comparison. The y-axis dendrogram represents the clustering of the rows (mean of normalized read counts for each differentially expressed gene) using Pearson distance. Blue color indicates lower and red color higher expression levels

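The 3 genes past an adjusted p of 0.05 in females were Tmc6 and Ppfibp1, lower in the prefrontal cortex of females with small social network sizes, and Itgb4, higher in the hypothalamus of those females. All 3 are among the genes of Table S2. With one animal left out at a time, between 0 and 5 genes passed in the prefrontal cortex, between 0 and 14 in the hypothalamus and 0 in all 14 fits of the hippocampus. With the DESeq2 Wald test and its prior on fold changes, 59 genes in the prefrontal cortex (15 higher and 44 lower in females with small social network sizes), 36 in the hypothalamus (29 higher and 7 lower) and 84 in the hippocampus (49 higher and 35 lower) had an adjusted p under 0.05. These included 59 of the 59 genes that Table S2 lists for the prefrontal cortex, 36 of 37 for the hypothalamus and 84 of 84 for the hippocampus. Of the listed genes, edgeR's filter kept 58, 36 and 84, and all of these had an unadjusted p under 0.05 and the direction of Table S2. Adjusted over the list alone in place of all genes tested, each of them had an adjusted p under 0.05 from edgeR's test, which shows no stability, since the list was chosen on the same counts.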

In females, 59 genes were differentially expressed in the prefrontal cortex, 37 in the hypothalamus and 84 in the hippocampus (Fig. 3). In males, no differentially expressed genes were detected in the hippocampus, only 2 in the prefrontal cortex (*Gm13453* and *Xist*) and 1 in the hypothalamus (*Gm13453*).

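Gm13453 (ENSMUSG00000083240) is a processed pseudogene on chromosome 2 of GRCm38 from 40127504 to 40127860, so that reads of its parent gene could have been counted on it. In males, the prefrontal cortex had 28.3 ± 16.5 normalized counts of it (SD, n = 8) with small and 4.42 ± 2.54 (SD, n = 7) with large social network sizes (exact permutation test, p = 0.00109). This was a log2 fold change of 2.63 (standard error 0.44, adjusted p = 0.237 from edgeR's quasi-likelihood test), the smallest p of the region. In the hypothalamus of males, it had 34.2 ± 24.5 (SD, n = 7) and 6.73 ± 2.99 (SD, n = 7) normalized counts (exact permutation test, p = 0.00117). Its log2 fold change there was 2.37 (standard error 0.42, adjusted p = 0.646 from edgeR's test), again the gene with the smallest p. The DESeq2 Wald test gave an adjusted p of 0.000355 in the prefrontal cortex and 0.00302 in the hypothalamus. In the hippocampus, a comparison chosen after the values of the other regions were seen, its log2 fold change in males was 1.95 (standard error 0.50, adjusted p = 0.999 from edgeR's test). With all 4 groups of the region in one fit, 1 gene in the prefrontal cortex of males had an adjusted p under 0.05, and it was not Gm13453 but Xist. That fit uses the same spread of a gene for both sexes, which may understate the spread of Xist in males.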

**Fig. 3:**
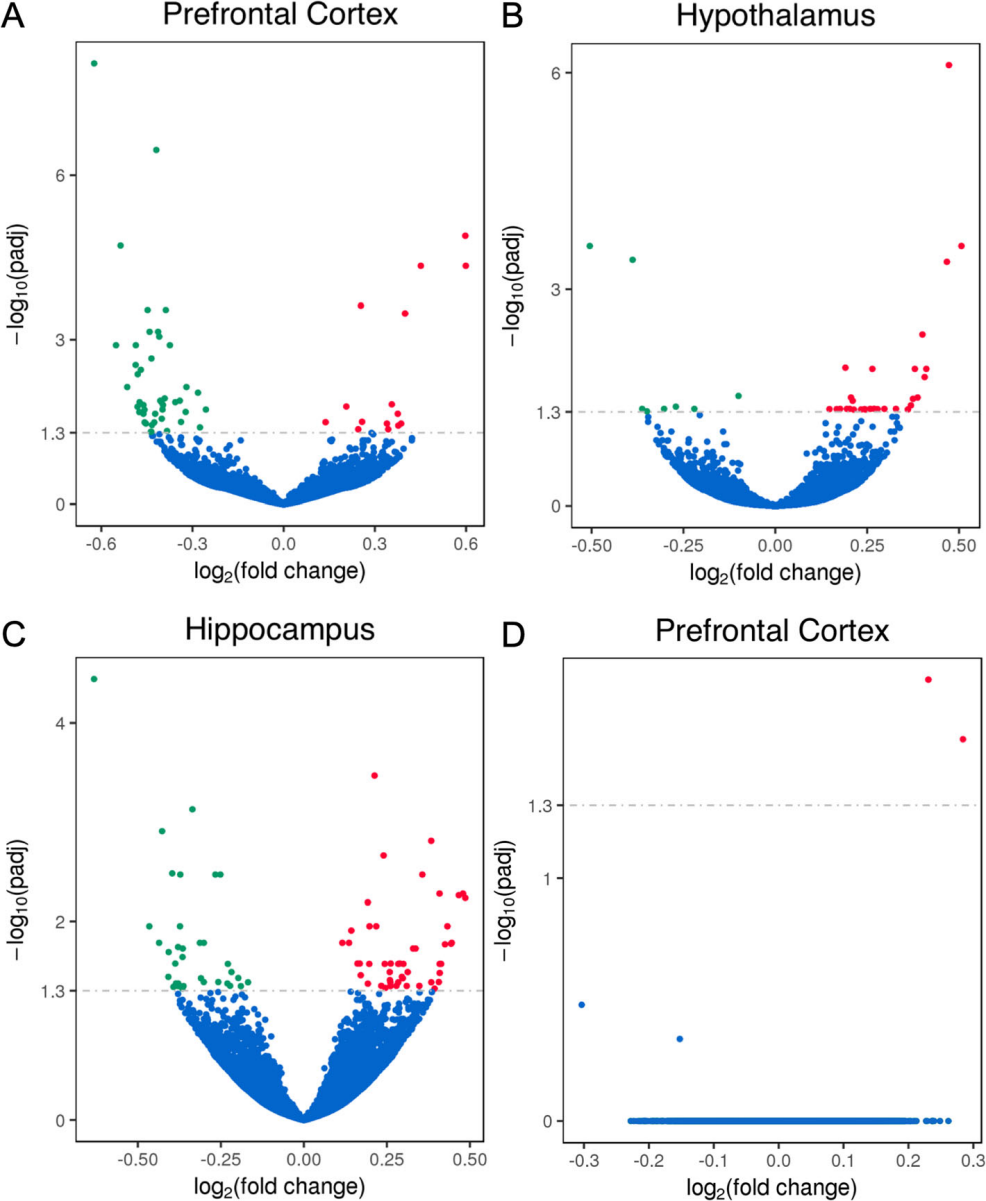
Volcano plots representing, for each gene detected, the log_2_ fold change (x-axis) difference of animals with small relative to large social network sizes and the corresponding -log_10_ adjusted *p*-value (y-axis) in the prefrontal cortex (**a**), hypothalamus (**b**) and hippocampus (**c**) for females. For males, only the prefrontal cortex is shown (**d**) as males had either very few or no genes that were differentially expressed. Genes that were differentially expressed and upregulated in animals with small relative to large social network size are represented in red and those that were differentially expressed and downregulated in this comparison are represented in green. All other genes are represented in blue

All of the results from the enrichment analysis of genes differentially expressed in animals with small relative to large social network sizes can be found in Table S3. 

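Xist (ENSMUSG00000086503) is a long non-coding RNA on chromosome X of GRCm38 from 103460366 to 103483254, and Tsix is transcribed from the opposite strand of the same locus. Xist in the prefrontal cortex of males had 97.4 ± 39.6 normalized counts (SD, n = 8) with small and 34.9 ± 16.2 (SD, n = 7) with large social network sizes (exact permutation test, p = 0.000777). Of the 8 males with small social network sizes, 7 had more normalized counts than every male with a large social network size. The log2 fold change was 1.48 (standard error 0.30), the gene with the second smallest p of the region, with an adjusted p of 1 from edgeR's test over all genes. It stayed between 1.32 and 1.67 with one male left out at a time. The adjusted p of the DESeq2 Wald test was 0.00704. Tsix had between 1 and 11 counts in each male library of the region. The difference between the female and the male log2 fold change of Xist was -1.55 (standard error 0.28, adjusted p = 0.0897 from edgeR's test over all genes). By the DESeq2 Wald test, this difference had an adjusted p under 0.05. Both tests use the same spread of a gene for all 4 groups. The standard error from edgeR was below the 0.30 of males alone, so the spread of Xist in males may be understated. In the other regions, examined after these values were seen, the male log2 fold change was 1.05 (standard error 0.62) in the hypothalamus and -0.41 (standard error 0.29) in the hippocampus. With one male left out at a time, these ran from 0.75 to 1.74 and from -0.55 to -0.19.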

In males, the enriched Gene Ontology (GO) terms were all related to dosage compensation by inactivation of the X chromosome in the prefrontal cortex and included only one upregulated transcript, *Xist*. 

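Tmc6 (ENSMUSG00000025572, chromosome 11 of GRCm38 from 117765988 to 117782198) had 276 ± 25.2 normalized counts (SD, n = 7) in the prefrontal cortex of females with small and 462 ± 69.5 (SD, n = 7) in that of females with large social network sizes. Its log2 fold change was -0.75 (standard error 0.10, adjusted p = 0.0165 from edgeR's quasi-likelihood test). Ppfibp1 (ENSMUSG00000016487, chromosome 6 from 146888487 to 147032025) had 1611 ± 141 (SD, n = 7) and 2208 ± 167 (SD, n = 7) normalized counts, a log2 fold change of -0.46 (standard error 0.07, adjusted p = 0.0221 from the same edgeR test). For both genes, all 7 females with small social network sizes lay below all 7 females with large social network sizes (exact permutation test, p = 0.000583 for each). Both were chosen for the smallest p in these same libraries, so the exact test is no second test of them. With one female left out at a time, the adjusted p of Tmc6 stayed under 0.05 in 12 of 14 fits and that of Ppfibp1 in 8 of 14. The difference between females and males in the log2 fold change was -0.95 (standard error 0.18, adjusted p = 0.137 over all genes from edgeR's test) for Tmc6 and -0.30 (standard error 0.10, adjusted p = 0.957) for Ppfibp1. By the DESeq2 Wald test, the difference for Tmc6 had an adjusted p under 0.05, and that for Ppfibp1 did not.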

In females, differentially expressed genes (DEGs) in the prefrontal cortex were not enriched for any GO terms. In the hypothalamus, DEGs upregulated in females with small network sizes were enriched most significantly for GO terms related to dopamine/catecholamine biosynthesis and metabolism (upregulated DEGs: *Th*, *Ddc*, *Cyp2d22*), followed by amine transport (upregulated DEGs: *Th*, *Ddc*, *Slc18a2*, *Chrna6*). 

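Th (ENSMUSG00000000214, chromosome 7 of GRCm38 from 142892752 to 142931128) had 2602 ± 802 normalized counts (SD, n = 7) in the hypothalamus of females with small and 1387 ± 151 (SD, n = 7) in that of females with large social network sizes (exact permutation test, p = 0.00233). Its log2 fold change was 0.91 (standard error 0.16, adjusted p = 0.142 from edgeR's quasi-likelihood test). Ddc had a log2 fold change of 0.73 (standard error 0.13, adjusted p = 0.142) and Cyp2d22 of 0.71 (standard error 0.17, adjusted p = 0.352) in the same test. The log2 fold changes of Slc18a2 and Chrna6 were 1.01 (standard error 0.21) and 2.04 (standard error 0.41), each with an adjusted p of 0.237 from edgeR's test. For each of the 5 genes, 6 of the 7 females with small social network sizes lay above all females with large social network sizes. The female with the lowest level of Cyp2d22 nevertheless had a small social network size. With one female left out at a time, the log2 fold change of Th stayed between 0.78 and 1.01, and its adjusted p was under 0.05 in 1 of 14 fits. With the DESeq2 Wald test, the adjusted p was 0.000165 for Th, 0.000291 for Ddc, 0.0204 for Cyp2d22, 0.0204 for Slc18a2 and 0.0153 for Chrna6. In males, examined after the female values were seen, the log2 fold changes were -0.31 for Th, -0.20 for Ddc, 0.63 for Cyp2d22, -0.13 for Slc18a2 and -0.16 for Chrna6, each with an adjusted p of 1. The Slc18a2 and Chrna6 values of males changed sign when single males were left out. Those of Th ran from -0.55 to -0.11, those of Ddc from -0.35 to -0.06 and those of Cyp2d22 from 0.50 to 0.80. Across the 14 females, Th (log2) rose with the mean standardized log2 level of 9 marker genes of midbrain dopamine neurons (Pearson r = 0.808, permutation p = 0.00034, Spearman rho = 0.89, permutation p = 8e-05). Without the 2 females farthest from the median, r was 0.904. Over the 10 such relations computed, the adjusted p was 0.000425 for r and 0.00016 for rho. Within the 7 females with small social network sizes, r was 0.975 and rho was 1 (permutation p = 0.00023 and 0.00052). Within the 7 with large social network sizes, r was 0.323 and rho was 0.357 (permutation p = 0.429 and 0.445). Without the 2 females of a group farthest from the median, r was 0.988 with small and -0.255 with large social network sizes.

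**Figure D2:**
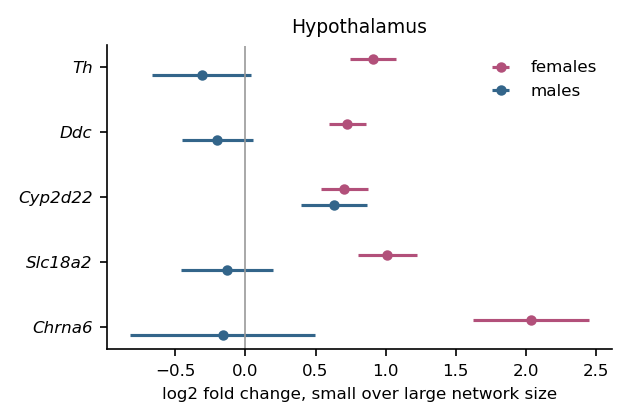
Log2 fold changes of 5 genes in the hypothalamus for small over large social network size, with bars of 1 standard error (edgeR), in 14 females and 14 males. The female values lie between 0.71 and 2.04 and the male values between -0.31 and 0.63.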

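Snx4 (ENSMUSG00000022808, chromosome 16 of GRCm38 from 33251442 to 33300269) had 1755 ± 153 normalized counts (SD, n = 7) in the hypothalamus of females with small and 2073 ± 123 (SD, n = 7) in that of females with large social network sizes. Its log2 fold change was -0.24 (standard error 0.06, adjusted p = 0.352 from edgeR's quasi-likelihood test), and 6 of the 7 females with small social network sizes lay below all females with large social network sizes. Cd47 (ENSMUSG00000055447, chromosome 16 from 49800533 to 49915010) had 10515 ± 212 (SD, n = 7) and 11245 ± 190 (SD, n = 7) normalized counts in the same order. All 7 females with small social network sizes lay below all others for Cd47 (exact permutation test, p = 0.000583). The log2 fold change of Cd47 was -0.10 (standard error 0.03, adjusted p = 0.532 from edgeR's test), which had rank 196 by p among the genes tested. In the DESeq2 Wald test, the adjusted p was 0.0378 for Snx4 and 0.0199 for Cd47.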

In this same brain region, downregulated DEGs were most significantly enriched for terms related to the regulation of the inflammatory response and included genes such as *Snx4* and *Cd47*. In the hippocampus, upregulated DEGs were enriched for only one GO term for ‘proteinaceous extracellular matrix’ (DEGs: *Wnt3*, *Itgb4*, *Dmp1*, *Gpc2*, *Prelp* and *Emilin3*). 

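In the hippocampus of females, each of the 6 genes was higher with small than with large social network sizes. Itgb4 (ENSMUSG00000020758, chromosome 11 of GRCm38 from 115974709 to 116008412) had 1037 ± 87.4 (SD, n = 7) against 755 ± 102 (SD, n = 7) normalized counts, and Prelp 776 ± 70.3 (SD, n = 7) against 587 ± 87.6 (SD, n = 7). For both genes, all 7 females with small social network sizes lay above all females with large social network sizes (exact permutation test, p = 0.000583 for each). The log2 fold changes were 0.45 for Itgb4 (standard error 0.08, adjusted p = 0.158 from edgeR's quasi-likelihood test) and 0.39 for Prelp (standard error 0.09, adjusted p = 0.249). Those of Wnt3, Dmp1, Gpc2 and Emilin3 were 0.47, 1.04, 1.08 and 1.79, with standard errors of 0.13, 0.25, 0.24 and 0.48, and each had an adjusted p of 0.249 from the same edgeR test. Emilin3 had the fewest counts of the 6 genes, with 54.9 ± 38.0 (SD, n = 7) against 15.8 ± 12.2 (SD, n = 7) normalized counts. With one female left out at a time, each of the 6 genes stayed higher with small social network sizes and none had an adjusted p under 0.05. From the DESeq2 Wald test, the adjusted p lay between 0.00134 for Itgb4 and 0.0426 for Wnt3.

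**Figure D3:**
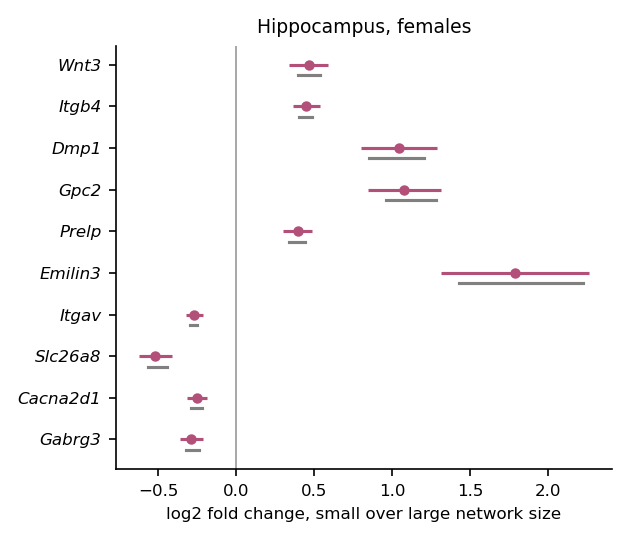
Log2 fold changes of 10 genes in the hippocampus of 14 females for small over large social network size, with bars of 1 standard error (edgeR), and below each in grey the range over the fits that each left out one female. The values lie between 0.39 and 1.79 for the first 6 genes and between -0.52 and -0.25 for the others.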

The most significant enrichment terms associated with downregulated genes in the hippocampus involved mostly ion channel activity (DEGs: *Itgav*, *Slc26a8*, *Cacna2d1* and *Gabrg3*). 

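Itgav (ENSMUSG00000027087, chromosome 2 of GRCm38 from 83724397 to 83806916) had 2878 ± 199 normalized counts (SD, n = 7) in the hippocampus of females with small and 3451 ± 191 (SD, n = 7) in that of females with large social network sizes (exact permutation test, p = 0.00117). Its log2 fold change was -0.27 (standard error 0.05, adjusted p = 0.158 from edgeR's quasi-likelihood test). Slc26a8 (ENSMUSG00000036196, chromosome 17 from 28637783 to 28690233) had 202 ± 33.4 (SD, n = 7) and 288 ± 9.08 (SD, n = 7) normalized counts, and all 7 females with small social network sizes lay below all others. The log2 fold change of Slc26a8 was -0.52 (standard error 0.11, adjusted p = 0.216 from edgeR's test). Those of Cacna2d1 and Gabrg3 were -0.25 (standard error 0.06) and -0.29 (standard error 0.07), each with an adjusted p of 0.249. The DESeq2 Wald test gave adjusted p from 0.00104 for Slc26a8 to 0.0421 for Cacna2d1. The log2 fold change of females minus that of males was -0.30 (standard error 0.08) for Itgav, -0.39 (standard error 0.13) for Gabrg3, -0.23 (standard error 0.09) for Cacna2d1 and -0.28 (standard error 0.16) for Slc26a8, with adjusted p between 0.635 and 0.702 over all genes from edgeR's test.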

The expression level of the top differentially expressed genes within the most significant pathways in each brain area is represented in Fig. 4.

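Itgb4 was also the gene with the smallest p in the hypothalamus of females, with 1265 ± 156 normalized counts (SD, n = 7) with small and 843 ± 79.2 (SD, n = 7) with large social network sizes. All 7 females with small social network sizes lay above all others (exact permutation test, p = 0.000583). The log2 fold change was 0.58 (standard error 0.08, adjusted p = 0.0377 from edgeR's quasi-likelihood test). It stayed between 0.55 and 0.63 with one female left out at a time, and the adjusted p was under 0.05 in 3 of these 14 fits. With all 4 groups of the region in one fit, Itgb4 no longer had an adjusted p under 0.05, while its log2 fold change was 0.59. A comparison in the prefrontal cortex of females, examined after these values were seen, gave a log2 fold change of Itgb4 of 0.46 (standard error 0.13, adjusted p = 0.414 from edgeR's test). In males, it was 0.22 (standard error 0.15) in the hypothalamus and 0.23 (standard error 0.11) in the hippocampus. The difference between the sexes in the log2 fold change was 0.37 (standard error 0.18) in the hypothalamus and 0.22 (standard error 0.15) in the hippocampus.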

**Fig. 4:**
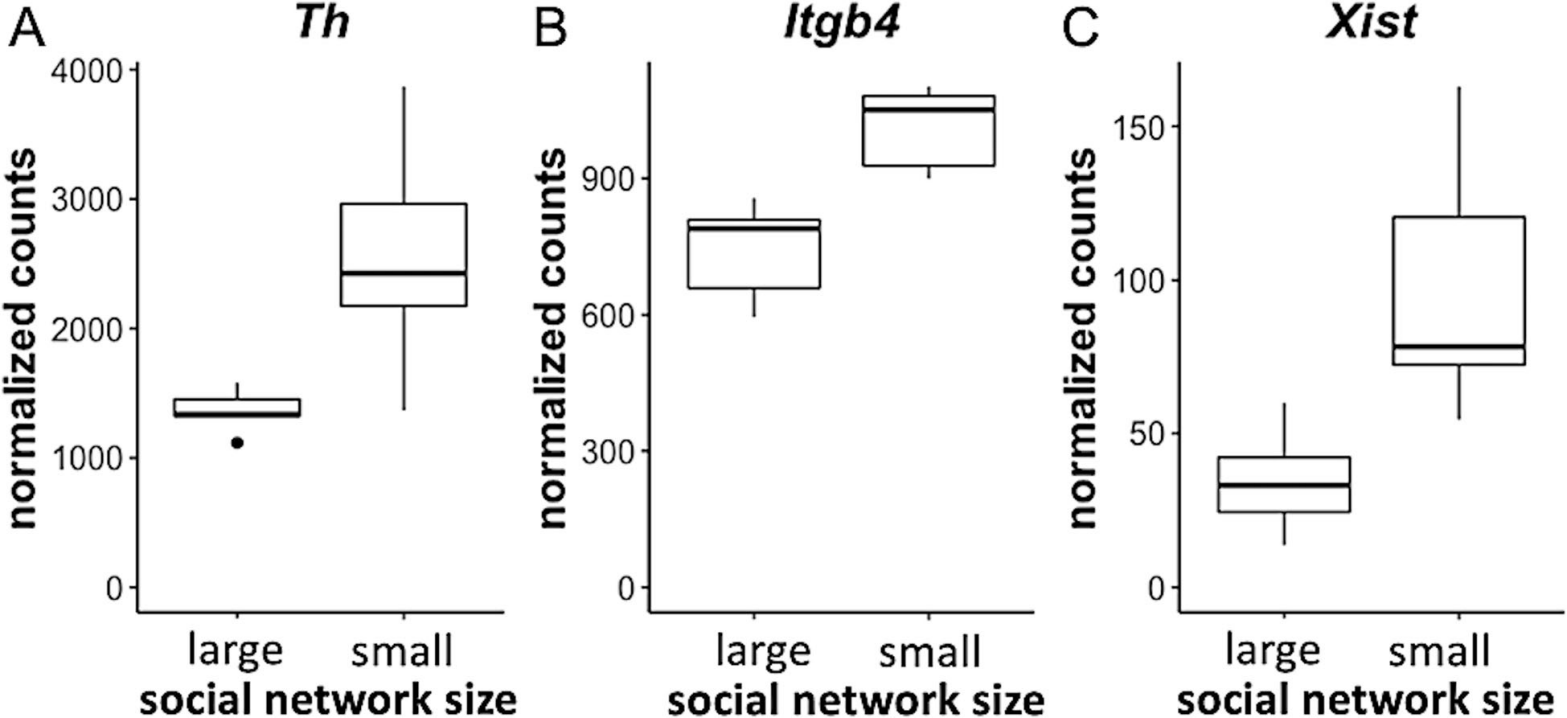
Expression levels of top differentially expressed genes highlighted during GO term analysis. Expression level is represented using DESeq2 normalized counts of top differentially expressed genes detected during enrichment analysis in the hypothalamus (**a**) and hippocampus (**b**) of females, and in the prefrontal cortex of males (c), with extreme social network sizes. The middle band within the box and whiskers plots represents the median, the bottom and top of the box represent the first and third quartiles and the whiskers denote the 95% confidence interval of the data. *Th*: Tyrosine hydroxylase; *Itgb4*: Integrin β4; *Xist*: Inactive X specific transcript

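Over all 15 males, the prefrontal cortex had 68.2 ± 44.0 normalized counts of Xist (SD, n = 15), between 14 and 144 counts per library. Over the 14 females it had 32662 ± 3241 (SD, n = 14), a ratio of 479 between the means. The ratio of medians, the alternative that moved this value most, was 544. In the hypothalamus, the means were 36226 ± 4264 (SD, n = 14) in females and 43.8 ± 39.0 (SD, n = 14) in males, a ratio of 826. In the hippocampus they were 33911 ± 3909 (SD, n = 14) and 46.3 ± 20.9 (SD, n = 15), a ratio of 733. Males thus had 0.209%, 0.121% and 0.136% of the female level in the 3 regions. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were summed in each library as a check of the sex labels, and every library had the level of its listed sex. In females, their summed level was 0.23% of the male level in the prefrontal cortex, 0.132% in the hypothalamus and 0.0809% in the hippocampus, from 0 to 45 counts per library.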

Expression levels of *Xist* were low in males (mean = 66.8 counts; as a reference, this is about 479 times lower than in females, where mean = 31,975 counts). As such, to understand whether the differences in *Xist* expression in males of different social network sizes reflected differences in X-chromosome inactivation patterns, we stained brain slices of the prefrontal cortex for an epigenetic marker of the inactive X-chromosome. This marker, the Histone H3 trimethyl-lysine 27 (H3K27me3) modification, has been shown to co-localize with Xist RNA in mice [39]. We found that the number of H3K27me3-positive punctate stains differed significantly between males with large and small social network sizes (Welch’s t-test, *t* = − 3.2842, *p* = 0.0067, df = 11.735; Fig. 5). As a reference, on average, females had 15x more punctate stains than males in the same region (mean for females = 45.4 ± 3.58; mean for males = 2.97 ± 0.72).

**Fig. 5:**
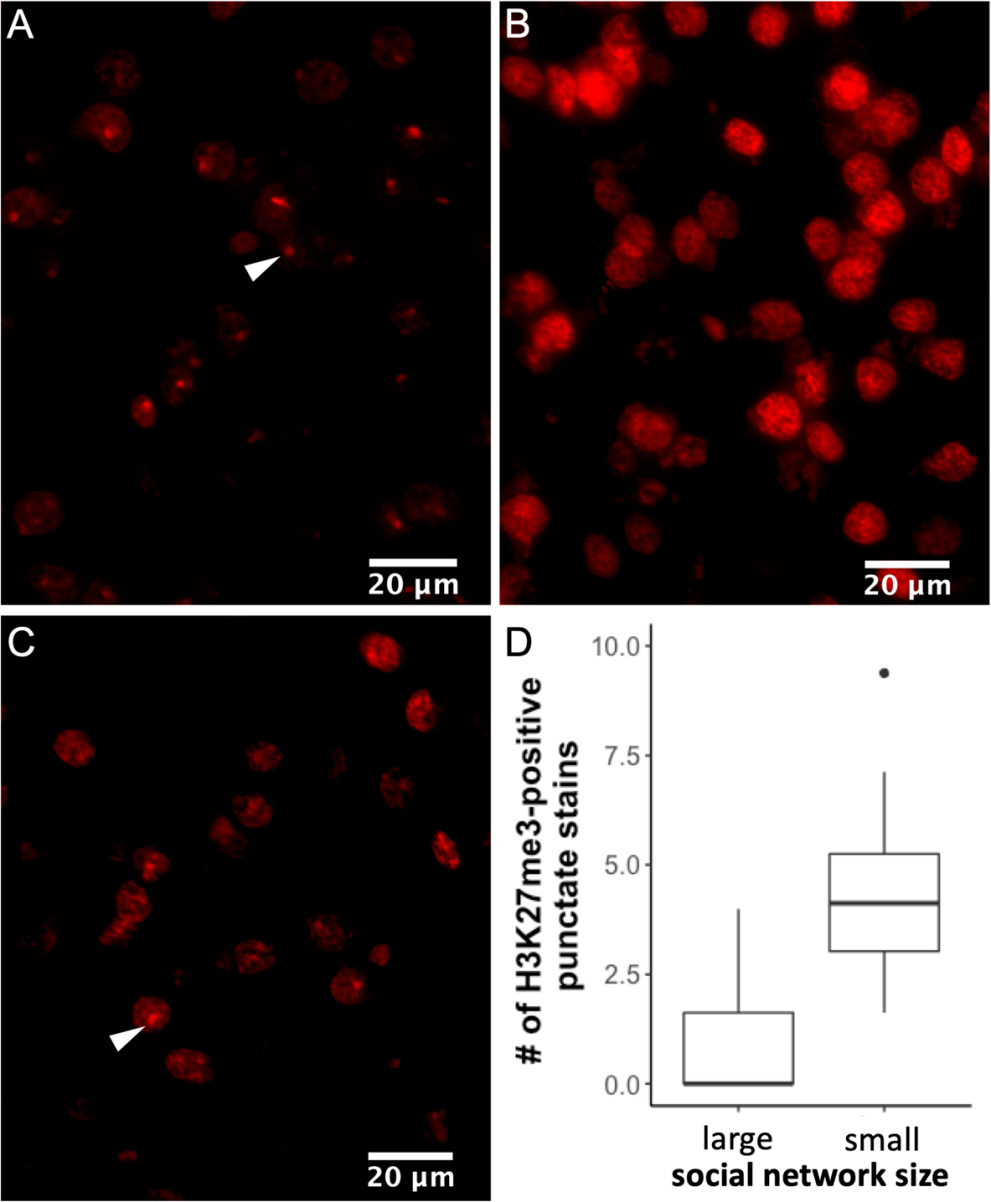
**a** Representative photograph of female prefrontal cortex showing positive punctate staining for H3K27me3 (arrowhead). Representative photographs of prefrontal cortex of males with large (**b**) and small (**c**) social network sizes stained for H3K27me3. In B, it is possible to see that the staining is diffuse and not punctate. In C, the arrowhead indicates one example of punctate staining. **d** Boxplots of average counts of H3K27me3-positive punctate stains in the prefrontal cortex of males with large and small social network sizes

## Discussion

In this study, we collected brains from wild house mice exhibiting extreme patterns of social interactions (i.e., on the tails of a distribution of social network sizes for the population) and tested whether these individuals showed differences in gene expression patterns in brain regions important for social behaviors. We found that, while females of contrasting social network sizes differed in the expression of hundreds of genes, males exhibited very few gene expression differences. This sex difference in number of differentially expressed genes may be due to the fact that, in males, large social networks sizes were not as extreme as in females. While sampled females with large network sizes had on average 38.1 interaction partners per day (which is 12 partners above the population mean of 26 ± 8.6 partners/day), we did not find males that were above 1 STD of the mean social network size value for the population (mean partners/day for sampled males with large social network sizes was 32.5). The large social network sizes observed in males may therefore not be sufficiently extreme to allow for the detection of gene expression differences relative to males of low social network sizes. Alternatively, or in addition to this reason, the few genes differentially expressed between males with different social network sizes could have strong effects, which is discussed later.

In the hypothalamus of females with small social network sizes, the most important pathway that contained upregulated genes relative to females with large social network sizes was related to dopamine biosynthesis, which suggests that females with fewer social partners produce more dopamine in this brain region. Dopaminergic signaling plays important roles in modulating a variety of functions/behaviors across vertebrates, such as motivation, reward, associative learning, same-sex and opposite-sex partner preference, and sexual behaviors [15, 40]. Even though dopamine levels can also be associated with maternal responses to pups or pup cues [41–43], we can exclude this possibility here as no pups were around during the time when we sampled animals for this study. Dopamine activity in certain hypothalamic nuclei has been associated with increases in aggressive responses in male rodents (e.g., [44–46]; reviewed in [47–49]). While the neurobiology of aggression has been less studied in female rodents, hypothalamic nuclei are also involved in female aggression [47–49]. Increased aggression could be one reason for which certain females in our study live in smaller social group sizes. Another possibility would be differences in social status. Naked mole-rat queens (dominant reproductive females) have significantly higher tyrosine hydroxylase (*Th*) and vesicular monoamine transporter (*Slc18a2*) gene expression in the hypothalamus than subordinate non-breeding animals of either sex [50]. These results parallel our findings in the hypothalamus of females, which may be an indication that females with small social network sizes are dominant to females with large ones, even outside of the reproductive season. Some of these effects could be exerted through the pituitary hormone prolactin, as a critical function of dopamine released from the hypothalamus is in the suppression of pituitary secretion of prolactin [51] and because, among its many functions [52], prolactin is associated with social behaviors in several taxa, including parental behaviors [53, 54] and prosocial and affiliative behaviors [55, 56]. In terms of pathways containing downregulated genes, the ones highlighted in our GO term enrichment analysis were mostly related to the regulation of the inflammatory response, and the genes repeatedly represented in those pathways were *Snx4* and *Cd47*. SNX4 is involved in endocytosis and other aspects of intracellular trafficking [57, 58] and CD47 is involved in a variety of functions, including leukocyte signaling pathways, migration and phagocytosis (reviewed in [59]), as well as axon extension [60]. It is unclear how SNX4 could relate to social network size, but the same pattern of expression differences for this gene were also observed in the prefrontal cortex of females. 

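Snx4 in the prefrontal cortex of females, a comparison chosen after the data were examined, had 1378 ± 198 normalized counts (SD, n = 7) with small and 1782 ± 130 (SD, n = 7) with large social network sizes. All 7 females with small social network sizes lay below all others (exact permutation test, p = 0.000583). The log2 fold change was -0.37 (standard error 0.09, adjusted p = 0.264 from edgeR's quasi-likelihood test) and stayed between -0.42 and -0.32 with one female left out at a time. In the hippocampus of females, examined after these values were seen, it was -0.27 (standard error 0.07, adjusted p = 0.249 from the same edgeR test). The DESeq2 Wald test gave an adjusted p of 0.0196 in the prefrontal cortex and 0.057 in the hippocampus.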

One link is that dysfunction in sorting nexins (the family of proteins to which SNX4 belongs) has been associated with neurogenerative diseases [61]. For instance, brain tissue from patients with (and mouse models of) Alzheimer’s disease, a disease characterized by symptoms that can affect social interactions, such as impaired cognition and memory loss, showed altered expression of SNX4 [62]. On the other hand, more direct links exist between CD47 and behavior. One study found that CD47 knockout mice exhibit significant lower sociability than wild-type littermates [63]. A separate study uncovered a main effect of acute restraint stress in puberty in reducing expression of *Cd47* in the hippocampus and the prefrontal cortex [64]. Combined, the current results and those from previous studies seem to highlight CD47 as a molecule deserving more studies in the context of social behavior.

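In the hippocampus of females, 1203 genes were higher and 971 lower with small social network sizes at an unadjusted p under 0.05 in edgeR's test. In the prefrontal cortex, 878 genes were higher and 820 lower at this level, and in the hypothalamus 759 were higher and 580 lower. With limma voom, an alternative chosen after seeing the data, 1122 genes were higher and 1134 lower in the hippocampus, 704 higher and 925 lower in the prefrontal cortex, and 696 higher and 589 lower in the hypothalamus. The excess of higher genes thus reversed in the hippocampus and prefrontal cortex. With edgeR's test, it also reversed in the prefrontal cortex without female 8 (637 higher and 750 lower), female 19 (768 and 788) or female 26 (652 and 693). It stayed an excess of higher genes in the other fits that left out 1 female, in all 3 regions. The female lists of Table S2 name 166 different genes, and 3 of them, Def8, Endov and 4632428C04Rik, are in the lists of all 3 regions. Their values were examined because of these lists. In edgeR's test, the log2 fold change of Def8 was 0.26, 0.20 and 0.22 in the prefrontal cortex, hypothalamus and hippocampus, and that of Endov was -0.44, -0.48 and -0.48. For 4632428C04Rik, the log2 fold changes were -1.50, -1.03 and -1.02. The adjusted p of these 3 genes lay between 0.0711 and 0.249 from edgeR's test over all genes.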

The hippocampus was the region with the largest number of differentially expressed genes between females with opposing social network sizes. A number of genes related to the proteinaceous extracellular matrix (ECM) were upregulated in the females with small social network size. The ECM is a structure that surrounds the cells. In the central nervous system, the ECM affects chemical communication between neurons and it has been proposed that the ECM has an important role in regulating both synaptic and homeostatic forms of plasticity not only during development, but also in adulthood (reviewed in [65]). Experimental alterations of the hippocampal ECM, for instance through enzymatic removal, have been shown to impact memory and learning [66], which are two faculties that could affect the ability to establish or maintain social relationships. In addition to these roles, some of the ECM genes highlighted in the enrichment analysis, such as *Wnt3*, *Gpc2* and *Itgb4*, are also involved in adult hippocampal neurogenesis [67, 68] and in abnormal behavior (e.g., hyperlocomotion in ITGB4 knockout). Winning fights has been associated with increased hippocampal neurogenesis in mice [69], which is consistent with the idea proposed earlier that females with small social network sizes in our study may be more aggressive and potentially better at fighting than counterparts with large social network sizes. It may be possible that females that are better at fighting are better capable of protecting their territories, therefore maintaining smaller social groups. It has been previously demonstrated in rhesus macaques (*Macaca mulatta*) that brain structure and functional connectivity are affected by social network size [70]. Structural brain changes involving plasticity and neurogenesis may therefore be necessary for dealing with, and/or a consequence of, living in larger social groups.

While in females no major pathways were found in the prefrontal cortex, in males this was the only region where a pathway was detected that differentiated animals with small and large social network sizes. This pathway was related to the inactivation of the X chromosome. This is unusual, because inactivation of the X chromosome is a mechanism of dosage compensation mainly found in female mammals, whereby one X chromosome is inactivated thereby ensuring the same dosage in males and females (as males only have one X chromosome and females have two). X inactivation in males is usually restricted to spermatogenesis, and *Xist* transcription usually only found in the testis [71]. Expression of the long non-coding RNA Xist by the X chromosome that will become inactive is thought to initiate the X inactivation process (reviewed in [72–74]). Recently, however, it has been suggested that *Xist* expression itself is insufficient to inactivate the X chromosome in males but that it does silence X-linked genes in females [75]. The presence of Xist RNA coating the future inactive chromosome recruits complexes responsible for trimethylation of lysine 27 on histone H3 (H3K27me3) [76] and this epigenetic marker can be visualized using specific antibodies, producing a punctate staining in cell nuclei when present [39]. When we used this approach to understand whether the changes in *Xist* expression suggested X inactivation, we did observe more cells showing punctate staining in males with small relative to large social network sizes but this in no way approached female levels, which were 15x higher.

How could *Xist* expression mediate differences in social interaction behavior? One way is through its inactivation of the X chromosome. In humans, X-linked genes are involved in neurobehavioral disorders (such as fragile-X and autism spectrum disorder) [77, 78] and mice with abnormal number of X chromosomes (such as X0 or XXY) also show altered social behaviors relative to their counterparts with regular numbers of X chromosomes, regardless of gonadal sex [79]. While we do find evidence of some level of X inactivation in the males with small social network size, we think this is unlikely to be the major cause of behavioral changes, as we did not find other X-linked genes (besides *Xist*) to be greatly different between males with different social network sizes. 

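In the prefrontal cortex of males, 629 X-linked genes other than Xist were tested, and 0 of them had an adjusted p under 0.05 over all genes or over X-linked genes alone (edgeR's quasi-likelihood test). At an unadjusted p under 0.05 there were 14 (2.23%). Their median log2 fold change was -0.00455 and that of the other genes 0.00171. The camera test of limma, which sets X-linked genes against all other genes, gave an adjusted p = 0.515 over the 3 regions. In the hypothalamus, 0 of 651 X-linked genes passed and 17 (2.61%) had an unadjusted p under 0.05, with an adjusted p = 0.35 from limma's camera test. In the hippocampus, 0 of 641 passed and 33 (5.15%) had an unadjusted p under 0.05, also with an adjusted p = 0.35 from limma's camera test. With the correlation between genes estimated from the data in place of 0.01, the unadjusted p of limma's camera test in the prefrontal cortex went from 0.515 to 0.735, the largest change there. The X-linked gene with the smallest p in the prefrontal cortex was Pnma5, with a log2 fold change of 0.59 (standard error 0.18). It falls outside the genes chosen in advance and is named because of its value.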

Several lines of evidence point towards *Xist* having other functional roles. *Xist* is overexpressed in cells of female patients with either bipolar disorder or major depressive disorder relative to healthy females [80]. Long noncoding RNAs, such as Xist, have been found to interact with other types of RNA in ways that, when dysregulated, may contribute to neurodegenerative disorders and cancers [81, 82]. In particular, *Xist* seems to interact with microRNAs to affect the progression and development of lung, pancreatic and prostate cancers [83–85] and also to potentially impact neurogenerative disorders [86, 87]. For instance, a study using in vitro and in vivo mouse models of Alzheimer’s disease showed an increase of Xist RNA expression in the hippocampus relative to controls [86]. Silencing of *Xist* in that study led to an upregulation of a microRNA signaling pathway (miR-124/BACE1). This ability to interact with microRNAs could functionally result in a modified abundance of microRNAs and, consequently, alter expression of other genes post-transcriptionally. In other words, changes to *Xist* expression could have major effects on the formation of certain peptides, without alteration to the expression levels of the genes coding for those peptides.

## Conclusions

In conclusion, we detected differences in neural gene expression between mice with extreme differences in social network sizes. While our set up does not allow us to differentiate between whether social interactions led to the differences in gene expression profiles or are a consequence of these, our data reveals several candidate genes that may be associated with social network size. The array of genes detected differed by sex, which suggests that there may be different reasons underlying differences in social network size between the sexes, even during the non-reproductive season. Our study shows that, even in “noisy” conditions that underly studying wild animals in their natural environment, we are still able to detect genes associated with social behavior. We highlight genes that are potentially understudied in the context of social behaviors and hope that further research will elucidate the precise mechanisms by which these genes may be linked to social behaviors.

## Methods

### Wild house mouse population

The population of wild house mouse (*Mus musculus domesticus*) used for this research is part of a long-term study initiated by Barbara König and colleagues in 2003 (the history and detailed description can be found in [88]). The study site consists of a 72 m^2^ barn located in the vicinity of Zurich, Switzerland. The barn is an open space, structured into 4 sectors by four 75 cm high dividers. The large dividers and the walls of the barn contain holes, allowing the mice to access not only the entire space inside the building, but also to freely move in and out of the building. The wall holes are not large enough for large predators, such as cats, foxes and owls that regularly occur around the barn. Water and food are provided ad libitum in water bottles and food trays distributed in equal numbers throughout the sectors. Nest building materials, such as straw and hay, are also made available weekly and dispensed throughout the barn.

### Automated social interaction tracking system

The automated RFID-based recording system used in this study has been described in detail in [37]. In brief, the system consists of 40 artificial nest boxes (15 cm in diameter each; 10 per sector of the barn) with two RFID-reading antennas fitted around a cylindrical tube allowing access to the box. The antennas read RFID tags (Trovan ID-100, Euro ID Identifikationssysteme GmbH & Co, Germany), that are implanted subcutaneously into every individual captured in the population upon reaching 18 g. Therefore, as tagged mice go in or out of the nest box, their identities, along with a timestamp, are automatically logged into a computer located inside the barn. Each day, the information on all mouse movements through the antennas is transferred to a central database. Using this data, we can determine, per logged individual, how many other individuals they overlapped in time with when inside any given nest box [89].

For the current study, we analyzed brain gene expression from house mice whose tissues had been previously used in a study aimed at identifying relationships between immune system functioning and social behavior [90]. Those animals were captured during the non-reproductive season (winter months), which reduces the presence of untagged individuals (pups or subadults below 18 g), as well as any confounding effects due to reproductive activity. Also, during this season, mice in our population spend a considerable amount of time (up to 19 h per day) inside of the nest boxes [89]; therefore, we consider the number of partners encountered in nest boxes during this time as a good proxy of their social network size. Animals with extreme social network sizes were selected based on being consistently (over 3 separate non-consecutive days during the week prior to capture) approximately either 1 standard deviation (STD) above (large social network size) or below (small social network size) the mean egocentric social network size for the entire population (mean ± STD: 26 ± 8.6 partners/day) [90]. Social network size is defined here as the total number of different individuals encountered in nest boxes per day; in social network literature, this value (number of ties) is referred to as degree or egocentric network size [91]. Social network size values presented in the text for the focal animals represent the average social network size over the 3-day period mentioned above. Sample sizes were 7 for females of each type (large or small) of social network size, and 7 and 8 for males with large and small social network sizes, respectively. Average social network size was not different between the sexes for the sampled animals [90]. Estimated age (in days) of sampled animals did not significantly differ by sex or social network size type (large or small) and was 207.2 ± 57.7 and 246.6 ± 68.1 for females and males with large social networks, respectively, and 250 ± 63.2 and 125.8 ± 45.6, for females and males with small social networks, respectively [90]. Body mass was obtained using a Sartorius scale (BL1500S) and differences in body mass due to sex, social network size or an interaction of the two terms, were tested using a two-way anova in R. As the RFID-logging system also allowed us to track how much time animals spent in nest boxes and how often they went in and out of boxes, we used these metrics to assess whether time spent in nest boxes or activity (going in and out of nest boxes) explained variation in the social network size trait. To do this, we used a linear regression to test whether social network size varied as a function of either time spent in boxes or activity, using data from a 24 h period for the entire population. Finally, we estimated repeatability of the social network size trait for mice in our population during the non-breeding season using social network size values obtained in the same way as detailed above, for 4 separate dates spaced out by approximately 1 week, collected at a different time from when this experiment was taking place. Repeatability (R), confidence interval and the significance of repeatability were estimated using the rptR package [92] in R, using the Poisson function. The confidence intervals were obtained by performing 1000 parametric bootstrap runs and the *p*-value was obtained by using 1000 permutations. While not explicitly controlling for the nonindependent nature of social network data, this method allows for easy comparison with other studies as it is routinely used to estimate repeatability of different traits, including behavioral traits (see [93] for a meta-analysis).

### Brain collection and dissection of brain regions

Target animals, selected based on their social network size values as described in the previous section, were captured within 2 h of sunrise by blocking the entrance to the nest boxes they used with most frequency. The nest boxes were inspected sequentially by opening the entrance to the box and allowing animals to exit into a glass jar. When a target animal was identified in the glass jar using a handled RFID reader, it was brought to a processing station at the barn, weighed and euthanized via CO_2_ inhalation. The brain was extracted from the skull and immediately placed on dry ice over a piece of foil. The brains were later transferred to a − 80 °C freezer until further processing.

Brains were coronally sectioned at − 18 °C on a Leica CM1860UV cryostat. Surgical micropunches (EMS Rapid Core Instruments) were used to dissect the brain regions of interest from 100 μm slices, which were spaced out by two 20 μm slices that were collected for histochemistry onto microscope slides (Fisherbrand, item 12–550-15). We collected punches for the prefrontal cortex, the hypothalamus and the entire hippocampus following the coordinates described in [90] based on the Allen Mouse Brain Atlas: P56, Coronal Reference Atlas [94]. We focused on these brain regions because they include nuclei important for social decision making and social memory [14, 95]. Punches from each of these brain regions were preserved in separate tubes for each region, each containing 1 mL of Trizol reagent (Ambion, item 149,204) and zirconium 1.5 mm size beads (Benchmark Scientific, item D1032–15). Tissue homogenization was performed by agitating the tubes for 20 s at a 4 m s^− 1^ speed (Beadbug 6 homogeneizer, Benchmark Scientific), followed by a 5 min rest period. The liquid was transferred into a new tube and preserved at − 80 °C until the RNA isolation procedure.

### RNA isolation, library preparation and sequencing

Total RNA was isolated from the aqueous layer obtained post chloroform extraction, using the Direct-zol RNA Miniprep Plus kit (Zymo, catalogue # R2071) according to manufacturer’s instructions, with the additional DNase I in-column treatment step. RNA samples were sent to Novogene Corporation Inc. (Chula Vista, CA, USA) where RNA quantity, integrity and purity were assessed on an Agilent 2100 Bioanalizer (Agilent Technologies, Santa Clara, CA) and cDNA libraries (250 ~ 300 bp inserts; NEBNext® UltraTM RNA Library Prep Kit; New England BioLabs, Inc., Ipswich, MA, USA) and paired-end sequencing of libraries (PE150; Illumina Novaseq 6000) were performed according to standard protocols. Only one sample had a RIN value below 7 (at 6.2; hypothalamus of Mus19, a female with large social network size) but none of the post-sequencing quality controls or differential gene expression results suggested that this sample acted as an outlier and so this sample was not removed from the analysis. RNA extraction failed from one sample (hypothalamus of Mus18, a male with small social network size). Sample sizes for hypothalamic sequencing data were therefore different than that for other brain regions and included 7 for animals with large and small social network sizes for each sex. Establishing the appropriate sample size to use in any given RNA-seq experiment is far from straightforward. We used the guidelines and results provided by [96] to determine the appropriate sample size for our experiment with the aim of detecting ≥ 80% of differentially expressed genes at a wide range of fold change differences. An average of 120 million paired-end raw reads were obtained for each sample.

### Mapping and differential gene expression analysis

On average, 94.5% of clean (post adapter removal and quality filtering) reads were mapped to the mouse reference genome [*Mus musculus* (GRCm38/mm10)] using STAR [97], representing an average of 116 million mapped reads per sample (full information on mapping statistics per sample can be found in Table S1). To count the number of mapped reads to each gene, HTSeq was used. Differential expression analysis of pairwise comparisons of the animals with small relative to animals with large social network size within each sex was performed using the DESeq2 R package [98, 99]. To control for the false discovery rate due to multiple testing, *p*-values were adjusted using the Benjamini-Hochberg procedure. Genes were considered as statistically differentially expressed when adjusted *p*-values were < 0.05. The function plotPCA within the DESeq2 package was used on variance stabilized transformed (VST) count data to prepare the PCA graph. Heatmap visualization of differentially expressed genes was prepared in Heatmapper [100], using DESeq2 normalized read counts and complete linkage as clustering method and Pearson as distance measurement method. Boxplots for a subset of the differentially expressed genes were prepared using the ggplot2 R package [101].

### GO enrichment analysis of differentially expressed genes

Enrichment analysis of differentially expressed genes was performed in clusterProfiler v2.4.3. *P*-values were adjusted as above, using the Benjamini-Hochberg procedure. GO terms with adjusted *p*-values of < 0.05 were considered significant.

### Immunofluorescence and microscopy

To understand whether the gene expression differences found for *Xist* in the prefrontal cortex of male mice with small relative to large social network size actually reflected symptoms of X-chromosome inactivation differences, we used immunofluorescence on the adjacent slices that were obtained during brain dissection, which had been stored at − 80 °C. We used an epigenetic marker of the inactive X-chromosome, the Histone H3 trimethyl-lysine 27 (H3K27me3) modification, which co-localizes with Xist RNA [39]. The antibody used was rabbit anti-tri-methyl-histone H3 K27-3 m (1:1000, Cell Signaling catalogue #9733S), which has been previously validated and used in mice under similar immunofluorescence conditions [39, 102]. The secondary fluorescently labeled antibody was Alexa Fluor 568-conjugated goat anti-rabbit (1:1000; Life Technologies catalogue #A11011).

Slides were brought to room temperature and tissue was outlined with a hydrophobic barrier (ImmEdge Hydrophobic Barrier PAP Pen, Vector Labs catalogue #H-4000) before being exposed to cold 4% paraformaldehyde (prepared in 1x PBS) for 20 min. Slides were then rinsed 3 times in 1x PBS and blocked in 1x PBS containing 2% normal goat serum and 0.2% Triton-X for 1 h. Incubation in primary antibody took place over two nights at 4 °C in a humid chamber. Slides were then rinsed 3 times in 1x PBS containing 0.2% Triton-X and exposed to the secondary antibody for 90 min. After rinsing 3 times in 1x PBS, the slides were allowed to dry and coverslipped with DAPI Fluoromount-G (SouthernBiotech, Birmingham, AL).

For each animal, four brain slices containing the prefrontal cortex region were photographed on a Zeiss Imager.M2, with an Axiocam 506 mono camera. Per slice, two photographs were taken with a 40x objective, one for each hemisphere. The number of H3K27me3-positive punctate stains (marking the inactive X-chromosome) in the entire field of each photograph was counted by hand by an observer blind to the treatments. The number of DAPI-positive stained nuclei for the same field was counted automatically, using the ZEN 2.3 (blue edition) software. Numbers of H3K27me3-positive punctate stains and DAPI-positive nuclei were averaged per animal. We first tested whether the average number of DAPI stained nuclei in the prefrontal cortex differed by sex or social network size trait using a two-way ANOVA. As no effects of sex, social network size trait or their interaction were found (Table S4), we used the average counts of H3K27me3-positive punctate stains for the subsequent analysis, rather than a ratio of H3K27me3-positive punctate stains per DAPI-positive nuclei. We compared H3K27me3-positive punctate stains in males with large social network size to those with low social network size using a Welch’s t-test. Boxplots for these results were prepared using the ggplot2 R package [101].

## Supplementary information

**Additional file 1 Table S1.** RNA-Seq mapping statistics. **Table S2.** Differentially expressed genes between animals with large and small social network size in females and males in the different brain regions. **Table S3.** Statistically significant GO (Gene Ontology) terms . Abbeviations for ontology categories: BP - Biological Processes; CC - Cellular Component; MF - Molecular Function. **Table S4.** Two-way ANOVA table for test of differences in number of DAPI-positive nuclei in the prefrontal cortex of mice. **Figure S1.** Social network size as a function of (A) total length of stay in nest boxes and (B) number of times entering/exiting nest boxes. **Figure S2.** Body mass of sampled animals.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO) repository, with record GSE148075 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148075). The reference mouse genome used was the GRCm38/mm10 assembly and it was obtained from the University of California Santa Cruz (UCSC) Genomics Institute website (https://genome.ucsc.edu/). The accession numbers/gene IDs in Table S2 are from Ensembl (https://www.ensembl.org/Mus_musculus/Info/Index). The Gene Ontology (GO) IDs in Table S3 are from the Gene Ontology database (http://geneontology.org/).

## Abbreviations

ANOVA: Analysis of Variance
BACE1: Beta-secretase 1 or beta-site amyloid precursor protein cleaving enzyme 1
Chrna6: Cholinergic receptor, nicotinic, alpha 6
Cd47: Cluster of differentiation 47
Cyp2d22: Cytochrome P450, family 2, subfamily d, polypeptide 22
cDNA: Complementary deoxyribonucleic acid
Cacna2d1: Voltage-dependent calcium channel subunit alpha-2/delta-1
DAPI: 4′,6-diamidino-2-phenylindole
DEG: Differentially expressed genes
DNMT1: DNA (cytosine-5)-methyltransferase 1
Ddc: Aromatic-L-amino-acid decarboxylase
Dmp1: Dentin matrix acidic phosphoprotein 1
ECM: Extracellular matrix
Emilin3: Elastin microfibril interface-located protein 3
Gabrg3: Gamma-aminobutyric acid receptor subunit gamma-3
Gpc2: Glypican-2
H3K27me3: Trimethylation at lysine 27 of histone H3
Itgav: Integrin alpha-V
Itgb4: Integrin beta-4
miR-124: MicroRNA 124
PBS: Phosphate based buffer
Prelp: Prolargin
RFID: Radio-frequency identification
RNA: Ribonucleic acid
RNA-seq: RNA-sequencing
Slc18a2: Synaptic vesicular amine transporter or Solute carrier family 18 member 2
Slc26a8: Testis anion transporter 1 or Solute carrier family 26 member 8
Snx4: Sorting nexin-4
STD: Standard deviation
Th: Tyrosine hydroxylase
V1aR: Vasopressin V1a receptor
Wnt3: Proto-oncogene Wnt-3
Xist: X inactive specific transcript

How the deposited data were processed for this re-analysis (not part of the article)

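RNA-seq libraries of the prefrontal cortex, hypothalamus and hippocampus of wild house mice with small and large social network sizes were analysed. There were 86 libraries of 29 animals, each library from 1 animal and 1 region. The authors removed adapters and low-quality reads, mapped the paired-end reads to GRCm38 with STAR, counted the reads on each gene with HTSeq, and deposited these counts for 35275 genes without normalization. The paper's text does not name the annotation release or the strand setting of the counting. Total counts per library lay between 33711824 and 81865801, with a median of 44778419. The mapping statistics of Table S1 are the authors' own.

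Sex, region and social network size of each library were taken from the sample records and Table S1. Gene symbols, positions, transcript lengths and GC content came from GENCODE vM21, in which 34490 of the 35275 genes were found. In each region, counts were normalized over all libraries of the region by edgeR's TMM method for the values of single genes. For each sex and region, animals with small were compared with animals with large social network sizes by edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10, a minimum total count of 15 and a proportion of 0.7. The quasi-likelihood test used the 2 groups compared, without covariates, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The difference between the log2 fold changes of females and males was tested with the 4 groups of a region in one fit. Standard errors of log2 fold changes came from the same fits. Single genes were also compared by a two-sided exact permutation test of the difference in mean normalized counts, for which 7 animals against 7 cannot give a p below 0.000583. X-linked genes were set against all other genes with the camera test of limma 3.58.1. Principal components were computed from the variance stabilized counts of DESeq2 1.42.0, with the 500 most variable genes. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

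The genes named in the text were chosen by a rule. They are every gene the results of the paper name, in the region and sex of the statement, and in each comparison the 3 genes with the smallest p among those with an adjusted p under 0.05. Snx4 in the prefrontal cortex of females, which the discussion of the paper names, is outside this rule and was added to these comparisons after the data were examined, which made 24. Any other gene is said to have been chosen after other values were seen. For these choices and for the tests, the alternatives were set before the data were examined, except those that the closing text names as added. They were the size factors of DESeq2, all genes with at least 1 count, genes with at least 10 counts in every library, robust dispersions, all 4 groups in one fit, the DESeq2 Wald test with and without its prior on fold changes, and each animal left out in turn.

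The tests were run on simulated counts drawn from the means and library sizes of the hippocampus libraries, with 200 of 18598 genes changed by a log2 fold change of 0.5 or 1. The quasi-likelihood test of edgeR called 130 genes, of which 125 had been changed and 5 (3.85%) had not. The DESeq2 Wald test called 168 genes, of which 32 (19.0%) had not been changed, and with its prior on fold changes 166, of which 30 (18.1%) had not. With no gene changed in males, edgeR called 0 of 17931 genes and the DESeq2 Wald test with its prior 0 of 18598, and 4.72% of the unchanged genes of the first simulation had an unadjusted p under 0.05 with edgeR. The test of sex by social network size called 112 genes, of which 104 had been changed. Genes were drawn independently of one another, in 1 draw, without variation that animals of the real libraries may share over many genes. Other splits of the real hippocampus libraries of males gave up to 2 genes with edgeR. The DESeq2 Wald test with its prior gave up to 84 there. The simulated numbers of false calls therefore may not hold for the real libraries.

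The enrichment of GO terms was not analysed here, nor were the social network data or the extraction of RNA. The hypothalamus of 1 male with a small social network size has no library, since according to the paper the extraction failed.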

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

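Of the tests in this part, those with Slc6a3 as the marker and with neuropeptide reads as a covariate of Xist were chosen only after the result was seen, Snx4 in the prefrontal cortex was added to the named genes after the data were examined, and the marker lists of muscle, epithelium and nasal mucosa were written after the genes that they help to explain had been seen but before their reads were summed. The bound below which Xist would have been called unrelated to the neuropeptide reads was set after their correlation was seen, and the reading of that test was then changed from a rejection to an open one.

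In 60 groups of 7 or 8 animals, the gap between the most distant animal and its nearest neighbour was set against the range of the group. In 3 groups it exceeded Dixon's critical value, and 3 are what chance gives among 60 groups. The gap was 0.667 of the range for Chrna6 in the hypothalamus of females with large social network sizes (animal 3) and 0.594 for Gpc2 in the hippocampus of females with small social network sizes (animal 27). For total counts in the hypothalamus of males with small social network sizes it was 0.636 (animal 12). No biological explanation was tested for the first 2.

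Animal 12 had a total count of 81865801 in the hypothalamus, the highest of the 86 libraries. In its hypothalamus and hippocampus, total counts were 67.6% and 22.3% of the mapped numbers that Table S1 lists. The other 84 libraries lay between 37.1% and 40.5%. With the 2 entries of Table S1 exchanged, the percentages were 39.04% and 38.65%. Each of the 3 libraries of this animal was nearest to a library of its own region, which is consistent with an exchange in the table and not of the libraries.

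In 11 of the 24 comparisons of named genes in a region, the log2 fold change for small against large social network size differed between females and males at an adjusted p under 0.05 over the list. Over all genes, 0 genes differed in each region, with 769, 1152 and 1371 genes at an unadjusted p under 0.05 in the prefrontal cortex, hypothalamus and hippocampus. The genes were on the list because of a difference in 1 sex, which favours the test over the list. For Xist, the spread shared by the 4 groups may also understate that of males. The female minus the male log2 fold change was -1.55 for Xist, -0.95 for Tmc6 and -0.30 for Ppfibp1 in the prefrontal cortex. In the hypothalamus it was 1.22 for Th, 0.93 for Ddc, 1.15 for Slc18a2 and 2.20 for Chrna6. In the hippocampus it was 1.04 for Dmp1, -0.30 for Itgav, -0.23 for Cacna2d1 and -0.39 for Gabrg3. When social network size was reassigned at random within each sex, 100 of the 100 splits gave at least as many genes as the 0 found in the prefrontal cortex, as did 100 of 100 in the hypothalamus and 100 of 100 in the hippocampus. With 0 genes found, every split gives as many by construction, so these splits show nothing about a difference between the sexes. The DESeq2 Wald test of the same difference gave 31 genes in the prefrontal cortex, 0 in the hypothalamus (1413 at an unadjusted p under 0.05) and 1 in the hippocampus, with Xist and Tmc6 among those of the prefrontal cortex. Its splits were not run.

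The hypothalamus is next to the ventral midbrain, whose dopamine neurons express Th, Ddc, Slc18a2 and Chrna6. The mean standardized log2 level of 9 midbrain marker genes was 0.585 ± 0.455 (SD, n = 7) in females with small and -0.513 ± 0.721 (SD, n = 7) in females with large social network sizes (exact permutation test, p = 0.00291). With this level as a covariate, 56.6% of the log2 fold change of Th was left, 51.4% of that of Ddc, 35% of that of Slc18a2 and 14.3% of that of Chrna6. With Slc6a3 alone as the marker, 25.4% was left for Th. Th rose with the markers across all females and across all males. Within females with large social network sizes, the Pearson r was 0.323 (permutation p = 0.429), and -0.255 without the 2 farthest from the median. Within the other groups, r was 0.975 in females with small, 0.867 in males with large and 0.92 in males with small social network sizes. For Th, the written criterion of a loss of more than 50% was met only with Slc6a3. Slc6a3 is expressed by dopamine neurons in general, so the test with it cannot separate more midbrain tissue from more expression in such neurons. The difference in Th can therefore not be told apart from more ventral midbrain tissue in some samples, and a biological difference in dopamine neurons may remain beside it. Of the difference in Cyp2d22, 86.4% was left with the 9 markers. With these markers as a covariate, the number of genes at an unadjusted p under 0.05 in females fell from 1339 to 620. Of the 36 genes of Table S2 tested there, 23 stayed under 0.05. The 1 call of the region, Itgb4, became 0 with the 9 markers and also with Slc6a3. With the 9 markers, 79.1% of the log2 fold change of Itgb4 was left, and its standard error rose from 0.0822 to 0.1125. The loss of the call therefore does not show that midbrain tissue accounts for Itgb4.

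Xist in the prefrontal cortex of males was weighed against 3 explanations. Reads of female libraries assigned to male libraries would give Xist in males and Y-linked reads in females at similar shares. The share of the female Xist level in males was 0.908 times the share of the male Y-linked level in females. The same ratio was 0.918 in the hypothalamus and 1.69 in the hippocampus, where Xist in males exceeded such a share. These ratios are over all males and do not address the difference between social network sizes. Across the 15 males, Xist had a Pearson r of 0.495 with hypothalamic neuropeptide reads (permutation p = 0.0628, Spearman rho = 0.439, permutation p = 0.102), against a written bound of 0.5. Without the 2 males farthest from the median, r was 0.515, and over the 5 relations computed the adjusted p was 0.314 for r and 0.478 for rho. The neuropeptide reads were themselves higher in males with small social network sizes. Their level over 4 genes was 0.441 ± 0.753 (SD, n = 8) against -0.254 ± 0.186 (SD, n = 7) with large sizes (exact permutation test, p = 0.0368). With these reads as a covariate, 88.8% of the log2 fold change was left. Xist had a Pearson r of -0.128 with total counts (permutation p = 0.651, Spearman rho = -0.357, permutation p = 0.191), and r was -0.39 without the 2 males farthest from the median. The adjusted p was 0.86 for r and 0.478 for rho. These values have the sign that lower depth would give and are smaller in size than the written bound of 0.5. An animal-level difference would give related levels in the regions of the same males. The levels were taken as deviations from the means of the social network groups, which leaves out any difference tied to social network size. The Pearson r was 0.222 between the prefrontal cortex and hypothalamus (permutation p = 0.445, Spearman rho = 0.138, permutation p = 0.638, n = 14). It was -0.0834 between the prefrontal cortex and hippocampus (permutation p = 0.765, Spearman rho = -0.0143, permutation p = 0.963, n = 15). Between the hypothalamus and hippocampus it was -0.0509 (permutation p = 0.86, Spearman rho = 0.0154, permutation p = 0.964, n = 14), the median of the 3. The adjusted p was 0.86 for each r and 0.964 for each rho. Without the 2 males farthest from the median, r was 0.0166, -0.00992 and -0.116. These correlations cannot test an animal-level difference that is tied to social network size. The male log2 fold change of Xist was 1.48 (standard error 0.30) in the prefrontal cortex and 1.05 (standard error 0.62) in the hypothalamus. In the hippocampus it was -0.41 (standard error 0.29), so this region did not share the direction. An animal-level difference is left open. From the read counts alone, the difference in Xist can thus not be told apart from reads assigned to the wrong library. Most of the difference was nevertheless left with the neuropeptide reads as a covariate. The paper's H3K27me3 staining of adjacent slices is evidence of another kind, which reads assigned to the wrong library cannot affect. It found more punctate stains in males with small social network sizes. The stains were not analysed here, and no biological explanation is left as the only one.

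In 5 of the 86 libraries, at least 4 genes with 50 or more counts had more than 10 times the CPM of every other library of the region, whereas 72 libraries had 0 such genes and the others at most 2. These were the prefrontal cortex of female 8 (12 genes), the hypothalamus of male 6 (11 genes), the hypothalamus of female 8 (6 genes), the hypothalamus of male 29 (4 genes) and the hippocampus of female 8 (4 genes). The paper does not report on these genes. In the hypothalamus of male 6 they were the muscle genes Acta1, Tnnt3, Myh4, Myh1, Tnni2, Mylpf, Atp2a1, Ckm, Myl1, Myoz1 and Mylk2, with 86.5 CPM of Acta1 against 7.18 in the next library, and in that of male 29 Rptn, Sprr1a, Calm4 and Calml3. In each of the libraries of female 8 they included Obp1a and Gm14744, and in its prefrontal cortex also Bpifb9b. Such genes could come from other tissue in the sample, for which at least 3 times the next library was required from other genes of the tissue, the genes over 10-fold being left out of the lists. The summed reads of other genes of skeletal muscle were 1.50 times those of the next library for male 6, and those of keratinizing epithelium 1.05 times for male 29. Those of nasal mucosa and glands were 0.893, 0.544 and 0.583 times those of the highest other library in the prefrontal cortex, hypothalamus and hippocampus of female 8. None of the 5 sums reached 3 times the next library. The sum for male 6 was 84.5 CPM against a median of 31.9 over the region, and that for male 29 was 49.0 against 39.5. For female 8, the sums were 339 CPM against a median of 3.19 in the prefrontal cortex, 24.2 against 3.99 in the hypothalamus and 4.06 against 1.72 in the hippocampus. The highest other library of the prefrontal cortex had 380 CPM. A criterion set against the next library cannot detect such tissue where 2 samples hold it. Because the lists left out the genes with the strongest signal, these sums do not rule out such tissue, and the genes of male 6 are themselves consistent with skeletal muscle in the sample. No biological explanation was tested.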

How the results depend on the processing

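No test in this part was chosen after the result was seen, apart from 2 added alternatives, limma voom and edgeR's bias-adjusted test, and the overlap with Table S2 and direction of its female genes in males under other settings, which were chosen after seeing the data.

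No log2 fold change of the comparisons the paper states reversed its direction under the alternatives run. Of the comparisons chosen after other values were seen, Slc18a2 and Chrna6 in the hypothalamus of males, with log2 fold changes of -0.13 and -0.16 and no call, reached 0.09 and 0.17 when single males were left out. With limma voom, the excess of higher over lower genes at an unadjusted p under 0.05 in females turned into an excess of lower genes in the prefrontal cortex (704 against 925) and hippocampus (1122 against 1134). In the prefrontal cortex, it also did so without female 8 (637 against 750), female 19 (768 against 788) or female 26 (652 against 693). The other fits that left out 1 female kept the excess of higher genes. The cause was not tested. The number of differentially expressed genes changed most. In the prefrontal cortex of females, 2 genes became 6 with all genes with at least 1 count, 5 with genes with at least 10 counts in every library, 5 with robust dispersions, 4 with all 4 groups in one fit, 74 with the DESeq2 Wald test and 59 with its prior on fold changes. In the hypothalamus of females, 1 gene became 3 with all genes with at least 1 count, 0 with all 4 groups in one fit (1049 at an unadjusted p under 0.05), 43 with the DESeq2 Wald test, 36 with its prior, 2 with limma voom and 2 with edgeR's bias-adjusted test. In the hippocampus of females, 0 genes (2174 at an unadjusted p under 0.05) became 1 with all genes with at least 1 count, 97 with the DESeq2 Wald test and 84 with its prior. In males, 0 genes became 2 with the DESeq2 Wald test, 2 with its prior and 1 with all 4 groups in one fit in the prefrontal cortex, and 1 with the DESeq2 Wald test and 1 with its prior in the hypothalamus. For sex by social network size, 0 genes became 31 in the prefrontal cortex and 1 in the hippocampus with the DESeq2 Wald test. For these changes, the cause was not tested.

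With each animal left out in turn, the number of differentially expressed genes ran from 0 to 5 in the prefrontal cortex of females, from 0 to 14 in the hypothalamus of females, from 0 to 0 in the hippocampus of females and from 0 to 1 in the prefrontal cortex of males. In the hypothalamus and hippocampus of males it was 0 in every fit. In the hypothalamus of females 11 of the 14 fits gave 0 genes, and the highest number came without female 5, which had a small social network size. The cause was not tested.

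The overlap with Table S2, the number of its listed genes also called here, was 3 of 183. It was 8 with all genes with at least 1 count, 6 with genes with at least 10 counts in every library, 6 with robust dispersions, 5 with all 4 groups in one fit, 183 with the DESeq2 Wald test and 182 with its prior. The cause was not tested.

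The first principal component held 48.09% of the variance with all genes with at least 1 count and 52.38% with log2 CPM, against 61.91%, and the second held 11.24% and 12.72%, against 11.87%. The cause was not tested. In these 3 settings each of the 86 libraries was nearest to one of its own region. The ratio of Xist between the sexes went from 479 to 544 in the prefrontal cortex, from 826 to 1167 in the hypothalamus and from 733 to 813 in the hippocampus with medians in place of means, and the cause was not tested. The share of female genes with the same direction in males stayed within its 95% Wilson interval under the alternatives tried, but with 2 genes in the prefrontal cortex this runs from 9.45% to 90.5%, and with 1 gene in the hypothalamus, where the share went from 100% to 44.19% with the DESeq2 Wald test, from 20.7% to 100%. The result for X-linked genes stayed on the same side of the threshold.

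For the 45 comparisons of single genes, each kept its side of the threshold with DESeq2's size factors, all genes with at least 1 count and robust dispersions. With genes with at least 10 counts in every library, 40 of the 45 could be tested and kept their side. Of the 24 comparisons run with limma voom and with edgeR's bias-adjusted test, each kept its side. Of the 24 differences between females and males, 2 newly passed the threshold over all genes with the DESeq2 Wald test, Xist and Tmc6 in the prefrontal cortex, and 22 kept their side. The cause was not tested. The DESeq2 Wald test made 30 pass the threshold that had not passed it, and 30 with its prior. With all 4 groups in one fit, Xist in the prefrontal cortex of males passed and Itgb4 in the hypothalamus of females no longer did. For the 24 comparisons named by the rule or, for Snx4 in the prefrontal cortex of females, added to them after the data were examined, 306 values kept their side over the fits that left out 1 animal, 6 newly passed and 19 no longer passed. Of the comparisons chosen after other values were seen, Endov in the prefrontal cortex and 4632428C04Rik in the hypothalamus of females each passed in 1 of 14 such fits.

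With 7 animals against 7, the exact test of a single gene cannot give a p below 0.000583. No paired analysis was possible because the groups with small and large social network sizes hold different animals and share no animal number.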

Differences from the paper's values

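No test in this part was chosen only after the result was seen, apart from the overlap with Table S2 under settings other than the first and Snx4 in the prefrontal cortex, added to the named genes after the data were examined. The paper's number of differentially expressed genes in females is 59 in the prefrontal cortex, 37 in the hypothalamus and 84 in the hippocampus, and 2, 1 and 0 genes were found here (2174 at an unadjusted p under 0.05 in the hippocampus). In males, the paper's number is 2 in the prefrontal cortex and 1 in the hypothalamus, and 0 and 0 genes were found here (448 and 524 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the DESeq2 Wald test, with 74, 43 and 97 genes in females and 2 and 1 in males, and the same test with its prior on fold changes, with 59, 36 and 84 genes in females and 2 and 1 in males, came within 1.5 times the paper's numbers. With the other alternatives, fewer genes were found than these bounds, and the 1 gene found in the prefrontal cortex of males with all 4 groups in one fit was also outside them. The methods of the paper name DESeq2. The overlap with Table S2, counted under settings chosen after seeing the data, was 182 of 183 genes with the prior and 183 without it.

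For 13 of the 24 log2 fold changes that Table S2 lists for the named genes, the difference was larger than the standard error. In the prefrontal cortex of males, the paper's value is 0.23 for Gm13453, against 2.63 here, and 0.284 for Xist, against 1.48. In the hypothalamus of males, it is 0.294 for Gm13453, against 2.37. In the hypothalamus of females, the paper's values are 0.507 for Th, 0.467 for Ddc, 0.387 for Cyp2d22, 0.375 for Slc18a2, 0.246 for Chrna6 and 0.473 for Itgb4. The values here were 0.907 for Th, 0.726 for Ddc, 0.706 for Cyp2d22, 1.01 for Slc18a2, 2.04 for Chrna6 and 0.584 for Itgb4. In the hippocampus of females, the paper's values are 0.443 for Dmp1, 0.486 for Gpc2 and 0.31 for Emilin3, against 1.04, 1.08 and 1.79 here. For Tmc6 in the prefrontal cortex of females, the paper's value is -0.624, against -0.749. All 24 values had the paper's direction. By the DESeq2 Wald test and its prior on fold changes, each of the 24 values was within the error of the paper's and within 0.005 of it. That prior makes fold changes smaller in size. In the simulated counts, genes changed by a log2 fold change of 1 had a median of 0.682 with the prior and 1.01 without it. The 13 differences thus go with the prior, so the paper's values and those here are unlike measures. With the size factors of DESeq2, all genes with at least 1 count, robust dispersions, all 4 groups in one fit or the DESeq2 Wald test without the prior, 13 values differed. With genes with at least 10 counts in every library, Emilin3 and Gm13453 could not be tested, and each of the other 10 values still differed.

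The paper names the hippocampus as the region with the most differentially expressed genes in females. Here it had 0 genes at an adjusted p under 0.05 and 2174 at an unadjusted p under 0.05, against 2 and 1698 in the prefrontal cortex and 1 and 1339 in the hypothalamus. By that test, with or without the prior, the hippocampus had the most.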

Other observations

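The test of whether the levels of Def8, Endov and 4632428C04Rik in 3 regions of an animal deviate together was chosen only after the result was seen. In the test of neighbouring genes, mitochondrial genes were left out after its first run, which changed the number for the hypothalamus of males and not those of females.

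To ask how often other groupings of the same libraries give as many genes, the libraries of each sex and region were split 100 times, the real split included. In females, 3 of 100 splits gave as many differentially expressed genes in the prefrontal cortex, 6 of 100 in the hypothalamus and 100 of 100 in the hippocampus, where the real number was 0. As many genes at an unadjusted p under 0.05 were given by 5, 9 and 6 of the 100 splits, a share of 5% in the prefrontal cortex and above 5% in the other regions. In males, where the real number was 0 in each region, 100 of 100 splits gave as many differentially expressed genes in each of the prefrontal cortex, hypothalamus and hippocampus. Where the real number is 0, every split gives as many by construction, and the splits show nothing. As many genes at an unadjusted p under 0.05, which were 448, 524 and 697, were given by 86, 85 and 62 of the 100 splits. With the DESeq2 Wald test and its prior, 30 splits were drawn. For females, 1 of 30 gave as many genes in the prefrontal cortex, 1 of 30 in the hypothalamus and 1 of 30 in the hippocampus, in each case the real split. The highest numbers among the other splits of females were 12, 25 and 64 genes, where grouping had no meaning. In males, 13, 19 and 30 of the 30 splits gave as many, and the highest numbers among the other splits were 45, 46 and 84 genes, the last as many as the real split of the hippocampus of females.

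A bias of the counts by GC content and transcript length would raise the number of genes in females if it differed between the groups. After a correction of each library for both, the number of genes at an unadjusted p under 0.05 changed by 18.9% in the prefrontal cortex, 15.09% in the hypothalamus and -14.08% in the hippocampus. A fall of more than 33.3% had been set as the sign that the bias accounts for these numbers. The log2 fold changes did follow GC content across genes in the hippocampus (Spearman rho = 0.292 before and -0.0163 after the correction) and transcript length in the prefrontal cortex (0.197 before and -0.00316 after). Genes are not independent replicates, so no p is given. A bias related to the groups is thus not excluded, although no number fell by more than that bound. After the correction, the 2 calls in the prefrontal cortex and the 1 call in the hypothalamus became 0, and the hippocampus still had 0, with 2019, 1541 and 1868 genes at an unadjusted p under 0.05.

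Related animals may share linked genotypes, which would place the genes with the smallest p near one another. Among the 100 genes with the smallest p in females, 30 in the prefrontal cortex had another of them within 2 Mb, against a median of 23 in 10000 random lists matched on expression (permutation p = 0.112). In the hypothalamus 35 had such a neighbour (permutation p = 0.021) and in the hippocampus 35 (permutation p = 0.021). In males, the numbers were 31, 37 and 31 (permutation p = 0.0783, 0.0076 and 0.0836). The longest run in the hippocampus of females lay on chromosome 11 from 115268024 to 120549727 and held Itgb4, Tmc6 and Endov among 8 genes. The longest runs of the other regions overlapped it, from 117782076 to 120458068 in the prefrontal cortex with 4 genes (Tmc8, Usp36, Endov and Oxld1) and from 115381916 to 119511437 in the hypothalamus with 5 genes (Cdr2l, Itgb4, St6galnac2, Usp36 and Endov). Tmc6 overlaps Tmc8, and overlapping genes were not counted as neighbours. In males, the longest run had 8 genes in the hippocampus (chromosome 10 from 75316877 to 81037426), 4 in the hypothalamus and 3 in the prefrontal cortex, where 0 genes were called in each region (697, 524 and 448 at an unadjusted p under 0.05). The male runs of the hypothalamus (chromosome 3 from 88364584 to 90524581) and prefrontal cortex (chromosome 11 from 110025634 to 111027968) lay at separate loci. Runs of such length and numbers of neighbours therefore do not single out the female differences, whereas the longest runs overlapped between regions only in females. The regions come from the same animals, so this overlap is not independent evidence. Linked genotypes may contribute to the lists of either sex, and the genotypes of the animals were not analysed here.

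Def8, Endov and 4632428C04Rik are in the female lists of Table S2 for all 3 regions. Genotype differences would make the levels of an animal deviate together in its 3 regions. The mean correlation between regions lay at the percentile 88.78 of all genes for Def8, 97.78 for Endov and 90.86 for 4632428C04Rik, and only Endov was past the 95% required. The median of the female genes of Table S2 was 0.313, against 0.32 for random lists matched on expression, and 6265 of 10000 random lists had a median as large. Of these 158 genes, 18 lay above the 95th percentile of all genes, which the median does not show. Genotype is therefore not shown as a source of the differences in all 3 genes, while it could be one for Endov and for other genes of the lists.

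More thalamic tissue in some samples of the hippocampus was tested as a source of the extracellular matrix genes. With the level of 10 thalamic marker genes as a covariate, 94.4% of the median log2 fold change of the 6 genes was left, which is unlikely if thalamic tissue accounted for the median. The share left differed between the genes, with 65% for Wnt3, 91.5% for Itgb4, 93.2% for Prelp, 94.1% for Gpc2, 108% for Emilin3 and 120% for Dmp1, so part of the difference in Wnt3 may come with thalamic tissue. With the same covariate, the number of genes at an unadjusted p under 0.05 in this region fell from 2174 to 1448. All 84 genes of Table S2 stayed under 0.05. A contribution of thalamic tissue to the number of genes is therefore not excluded.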
